# Serotonin transporter-mediated molecular axis regulates regional retinal ganglion cell vulnerability and axon regeneration after nerve injury

**DOI:** 10.1371/journal.pgen.1009885

**Published:** 2021-11-04

**Authors:** Rody Kingston, Dwarkesh Amin, Sneha Misra, Jeffrey M. Gross, Takaaki Kuwajima

## Abstract

Molecular insights into the selective vulnerability of retinal ganglion cells (RGCs) in optic neuropathies and after ocular trauma can lead to the development of novel therapeutic strategies aimed at preserving RGCs. However, little is known about what molecular contexts determine RGC susceptibility. In this study, we show the molecular mechanisms underlying the regional differential vulnerability of RGCs after optic nerve injury. We identified RGCs in the mouse peripheral ventrotemporal (VT) retina as the earliest population of RGCs susceptible to optic nerve injury. Mechanistically, the serotonin transporter (SERT) is upregulated on VT axons after injury. Utilizing SERT-deficient mice, loss of SERT attenuated VT RGC death and led to robust retinal axon regeneration. Integrin β3, a factor mediating SERT-induced functions in other systems, is also upregulated in RGCs and axons after injury, and loss of integrin β3 led to VT RGC protection and axon regeneration. Finally, RNA sequencing analyses revealed that loss of SERT significantly altered molecular signatures in the VT retina after optic nerve injury, including expression of the transmembrane protein, *Gpnmb*. GPNMB is rapidly downregulated in wild-type, but not SERT- or integrin β3-deficient VT RGCs after injury, and maintaining expression of GPNMB in RGCs via AAV2 viruses even after injury promoted VT RGC survival and axon regeneration. Taken together, our findings demonstrate that the SERT-integrin β3-GPNMB molecular axis mediates selective RGC vulnerability and axon regeneration after optic nerve injury.

## Author summary

Retinal ganglion cells (RGCs) are the only neurons in the retina that convey visual information to the brain, doing so via the optic nerve. Major causes of optic nerve damage and subsequent RGC death are ocular trauma and optic neuropathies. At the end-stage pathology in the retina, remaining RGCs have high neuroprotective capacity, and active resilience mechanisms exist. In contrast, in this study, we demonstrate neurodegenerative mechanisms based on the early susceptibility of peripheral ventrotemporal (VT) RGCs to degeneration after optic nerve injury. We identified the serotonin transporter (SERT) as the factor mediating VT RGC vulnerability and axon regeneration. Loss of SERT affected activation of integrin β3 and gene expression in the peripheral VT retina, leading to peripheral VT RGC protection and axon regeneration. Interestingly, GPNMB, a newly identified molecule mediating neuroprotection and axon regeneration in this study, is expressed in all retinal regions. However, GPNMB expression is acutely downregulated by the presence of SERT in the peripheral VT retina, leading to regional differential vulnerability of RGCs. These findings provide new molecular mechanisms underlying selective RGC vulnerability and clues that could inform further neuroprotective and regenerative strategies.

## Introduction

Mature retinal ganglion cell (RGC) axons that comprise the optic nerve degenerate, RGCs die and blindness ensues after ocular trauma or during optic neuropathies such as glaucoma. Ocular trauma, such as facial fractures, leads to 67% of patients who have ocular injuries, of which 4% present with optic nerve abnormalities [1]. Retinal nerve fiber reduction and RGC loss after ocular trauma occur independently of age and sex [2]. Following injury, RGC axons degenerate, and RGCs eventually die rapidly or chronically depending on the causes and magnitude of the damage [2]. Human RGCs also lack any regenerative capacity and they do not recover from damage. However, there are no treatments or FDA-approved drugs that maintain the optic nerve and RGCs or that promote axon regeneration after ocular trauma or during optic neuropathies.

A number of studies have described intrinsic and extrinsic molecules and signaling pathways that mediate RGC death or survival pathways as well as axon regeneration after optic nerve crush (ONC) [3–9]. Targeting these molecules and pathways holds tremendous potential for establishing therapeutic interventions after optic trauma. However, the magnitude of vulnerability and onset of RGC death after injury or in the diseased retina varies depending on the RGC subtypes that are affected [10–15]. 46 RGC types in adult mouse retina display differential RGC vulnerability and resilience with distinct molecular signatures, some of which have been identified as novel neuroprotection and/or axon regeneration-related genes [16]. Adding complexity to various RGC types, the reduction of retinal axon layer thickness and loss of RGCs does not occur evenly in the whole retina but is instead localized to specific retinal regions at the early stages of neurodegeneration in optic neuropathies and after ocular trauma [17–20]. However, little is known about whether the same molecular mechanisms mediate neurodegeneration in all retinal regions or whether region-specific pathways exist to influence the rate or magnitude of degeneration in select regions, leaving others unaffected. Thus, a better understanding of the phenomenon of selective vulnerability and identification of the molecular mechanisms underlying this region-specificity is required for the development of targeted therapeutic approaches that protect those susceptible RGCs.

Axonal connections from RGCs in specific retinal regions are required for the formation of visual maps [21]. In mice, RGCs in all regions except the peripheral ventrotemporal (VT) retina project contralaterally. We and others found that several axon guidance and transcription mechanisms mediate the contralateral retinal axon projection during development [22–25]. In contrast, axons from the peripheral VT RGCs project ipsilaterally. The regulatory mechanisms of ipsilateral RGC specification, axon projection and targeting into the brain are distinguished from the mechanisms of contralateral RGC development [21]. The serotonin transporter (SERT, encoded by *Slc6a4*), is highly expressed in VT RGCs during retinal development and at early postnatal stages [26–28]. SERT regulates activity-dependent refinement of ipsilateral retinal axons and eye-specific segregation in thalamic and midbrain targets during postnatal stages [28,29]. However, the expression and functions of SERT in the adult retina after ocular trauma remain incompletely understood.

Utilizing a well-established optic nerve crush (ONC) mouse model, first we characterized regional differential RGC vulnerability at the early time points of axon degeneration. We demonstrate that the peripheral VT retina in mouse, the region where ipsilaterally-projecting RGCs are located, is more susceptible to degeneration after ONC compared to other retinal regions. To understand the molecular mechanisms underlying this susceptibility, we focused on SERT, which is upregulated on VT axons after ONC, and demonstrate that it functions in peripheral VT RGC death and impaired axon regeneration. Furthermore, loss of SERT in the peripheral VT retina attenuates the activation of integrin β3 and affects molecular signatures in the peripheral VT retina including *Gpnmb*, which results in reduced VT RGC death and enhanced axonal regeneration. Taken together, this study identifies a novel molecular axis underlying selective regional vulnerability of RGCs after ocular trauma.

## Results

### Peripheral VT RGCs are more susceptible to degeneration compared to other RGCs

RGC loss is observed within five days after optic nerve crush (ONC) [30]. Thus, we first examined whether RGC vulnerability varies among different RGC locations at the early stages of axon degeneration, five days after ONC in C57BL/6J mice (hereafter referred to as WT mice). We quantified the number of RGCs using a pan-RGC marker, βIII-tubulin, in four quadrants of the peripheral retina (400 μm from the peripheral edge, 600 μm width): ventrotemporal (VT), ventronasal (VN), dorsotemporal (DT) and dorsonasal (DN) in 8-week old wild-type (WT) mice (Fig 1A). After whole-mount retinal immunostaining, we compared the number of RGCs in four quadrants of the injured retina from the left eye and intact contralateral retina from the right eye in the same animal to generate the RGC survival rate in each quadrant of the peripheral retina. We found that 95.0% of DN RGCs, 81.0% of DT RGCs and 77.2% of VN RGCs survived, while only 56.6% of VT RGCs survived (Fig 1B and 1C). Next, we reevaluated vulnerability of peripheral VT RGCs compared to DN RGCs with another RGC marker, the RNA-binding protein RBPMS. We then examined VT RGC survival rate in the middle region between the peripheral edge and optic disc (Fig 1D and 1E). We also found that only 57% of peripheral VT RGCs survived while >87% of peripheral DN, middle VT and DN RGCs survived (Fig 1E). To confirm whether an acute reduction in the number of VT RGCs after ONC is caused by cell death, we performed a TUNEL assay (Fig 1F and 1G). A significant increase in TUNEL^+^ cells in the VT RGC layer was detected three days after ONC when compared to the DT retina (Fig 1G). Next, we tested the hypothesis that resistant RGC subtypes such as αRGCs that express osteopontin (OPN) [13] may not be expressed in the peripheral VT retina. However, OPN^+^ αRGCs were evenly located in four quadrants of the peripheral retina (S1A and S1B Fig). Thus, peripheral VT RGCs are more vulnerable to injury than RGCs in other regions.

**Fig 1:**
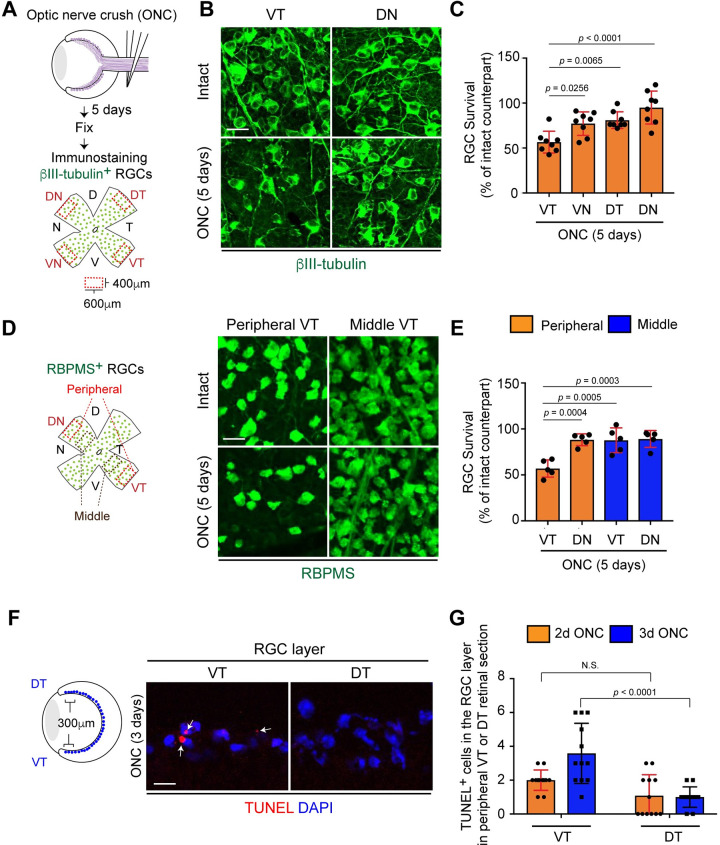
Peripheral VT RGCs are more vulnerable to optic nerve injury than other RGCs. (A) Schema of βIII-tubulin^+^ RGC survival analysis in four quadrants of the retina five days after ONC. (B-C) βIII-tubulin^+^ peripheral VT RGCs are more vulnerable to injury compared to other RGCs in the peripheral retina after ONC (n = 8 mice, one-way ANOVA). (D-E) RBPMS^+^ RGCs in the peripheral VT retina are more vulnerable than RGCs in the middle VT, DN or the peripheral DN retina five days after ONC (n = 5 mice, one-way ANOVA). (F-G) The larger number of TUNEL^+^ RGCs in the peripheral VT retina per cryosection three days after ONC is detected compared to DT retina (n = 12 sections from 3 mice/condition, two-way ANOVA). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm.

### VT RGCs die after elevation of SERT expression on VT axons following optic nerve injury

The peripheral VT mouse retina has unique characteristics of RGCs: most peripheral VT RGCs are ipsilaterally-projecting RGCs [21]. To characterize ipsilateral RGC death in the peripheral VT retina after ONC, we used the genetic tool, *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mouse (serotonin transporter (SERT), encoded by *Slc6a4*), and visualized ipsilateral RGCs showing ZsGreen-SERT expression as we previously utilized [26] (Fig 2A). We confirmed localization of ipsilateral RGCs based on ZsGreen-SERT expression in VT RGCs, but not DN RGCs in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice (Fig 2A). We then examined the distribution of ipsilateral RGCs (ZsGreen-SERT^+^/βIII-tubulin^+^) from the peripheral edge (0 μm) to the central region (600 μm) in the uninjured adult VT retina (Fig 2B). 67.8%, 50.4% or 25.6% of RGCs in 0–200, 200–400 or 400–600 μm from the peripheral edge in the VT retina, respectively express ZsGreen-SERT. Thus, ipsilateral RGCs are more peripherally located in the VT retina.

**Fig 2:**
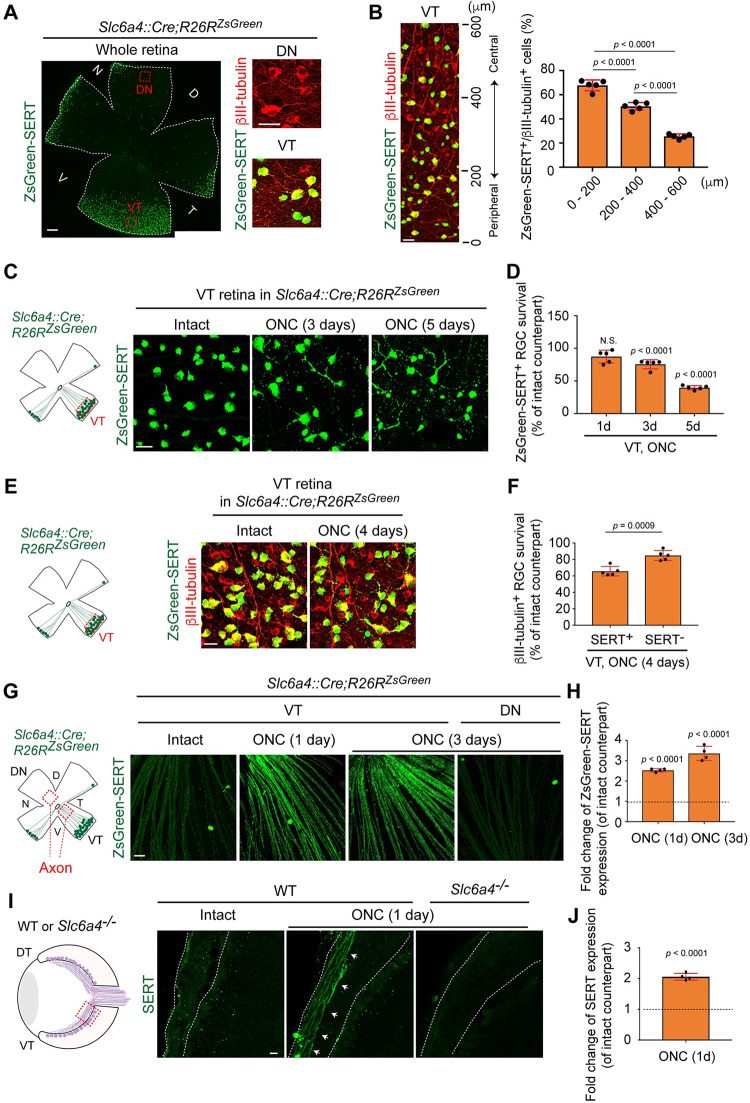
VT RGC death occurs after SERT expression on VT axons is elevated following optic nerve injury. (A) Ipsilateral RGCs (ZsGreen-SERT^+^ RGCs) are located in the peripheral VT, but not DN retina of *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice. (B) Ipsilateral RGCs (ZsGreen-SERT^+^ RGCs) are more predominantly located in the peripheral (0–200 or 200–400 μm) compared to the central (400–600 μm) VT retina in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice (n = 5 mice, one-way ANOVA). (C-D) Time-course of ipsilateral RGC (ZsGreen-SERT^+^ cells) death in the peripheral VT retina after ONC (n = 5 mice/condition, one-way ANOVA). (E) In the peripheral VT retina four days after ONC in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice, ipsilaterally-projecting RGCs (ZsGreen-SERT^+^/βIII-tubulin^+^) are more vulnerable to injury than contralaterally-projecting RGCs (ZsGreen-SERT-negative/βIII-tubulin^+^). (F) Quantitative analysis of ipsilateral (ZsGreen-SERT^+^/βIII-tubulin^+^) and contralateral (ZsGreen-SERT-negative/βIII-tubulin^+^) RGC survival (%) in the peripheral VT retina four days after ONC (n = 5 mice, two-tailed unpaired t-test). (G-H) In *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice, ZsGreen-SERT expression (*Slc6a4*::*Cre-*derived ZsGreen expression) is upregulated on VT axons (Axon) one and three days after ONC (n = 4 mice/condition, one-way ANOVA). (I) Endogenous SERT expression is upregulated on injured VT axons of WT mice one day after ONC (arrows) compared to the intact VT axons. SERT expression is not observed on injured VT axons of *Slc6a4*^*-/-*^ mice. (J) Quantitative analysis of SERT expression changes in axons of VT retina one day after ONC compared to the intact counterparts (n = 4 mice, two-tailed unpaired t-test). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm (A (high magnifications), B, C, E, G, I) and 200 μm (A (whole retina)).

We then examined the time course of ipsilateral RGC death after ONC in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice, and found that ipsilateral RGCs (ZsGreen-SERT^+^ cells) began to die three days after ONC and only 39.6% of those RGCs survived five days after ONC (Fig 2C and 2D). In fact, the peripheral mouse VT retina contains not only ipsilaterally-projecting RGCs but also small populations of late-born contralaterally-projecting RGCs [22]. We then compared vulnerabilities of ipsilaterally-projecting RGCs (ZsGreen-SERT^+^/βIII-tubulin^+^) and contralaterally-projecting RGCs (ZsGreen-SERT-negative/βIII-tubulin^+^) within the peripheral VT retina four days after ONC (Fig 2E and 2F). We found that ipsilaterally-projecting RGCs are more vulnerable to injury than contralaterally-projecting RGCs within the peripheral VT retina (Fig 2F). Thus, ipsilaterally-projecting RGCs in the peripheral VT retina are the most susceptible to injury.

During the analysis of VT RGC death in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice, we found that ZsGreen-SERT (*Slc6a4*::*Cre*-derived ZsGreen) expression was upregulated on VT RGC axons within one day after ONC, and its expression remained high three days after ONC (Fig 2G and 2H). However, its elevated expression was not observed on DN RGC axons after ONC (Fig 2G). For further analysis of altered SERT expression on VT axons after ONC, we utilized SERT antibody to examine endogenous SERT expression changes in response to degeneration in WT mice (Fig 2I and 2J). In the intact VT axons, SERT expression was extremely low while SERT was significantly upregulated on VT axons one day after ONC (2.06-fold change) (Fig 2J). We also confirmed that SERT expression was undetected in the injured VT axons of SERT-deficient, *Slc6a4*^*-/-*^ mice [31] (Fig 2I). Thus, SERT expression on VT RGC axons is elevated in response to injury, and this could contribute to ipsilateral RGC death in the VT retina.

### Loss of SERT leads to neuroprotection of VT RGCs after injury

To test the hypothesis that SERT mediates RGC vulnerability in the peripheral VT retina after ONC, we investigated RGC survival at two time points, five days (early RGC degeneration) and two weeks (late RGC degeneration) after ONC in *Slc6a4*^*-/-*^ constitutive mutant mice [31] (Fig 3A). We found that the number of RGCs in each quadrant of the peripheral contralateral intact retina in *Slc6a4*^*-/-*^ mice was similar to that in WT (S2 Fig). Five days after ONC, in the VT retina, only 57.4% of RGCs in WT mice survived, while 87.0% of RGCs in *Slc6a4*^*-/-*^ mutant mice survived (Fig 3B). In other regions of the retina, WT and *Slc6a4*^*-/-*^ RGCs survived at the same extent (Fig 3B). Two weeks after ONC, in the VT retina, only 23.4% of VT RGCs in WT mice survived, while 56.8% of VT RGCs in *Slc6a4*^*-/-*^ mutant mice survived (Fig 3C and 3D). In contrast, in other regions, WT and *Slc6a4*^*-/-*^ mutant mice showed similar low RGC survival rates (Fig 3D). Next, we investigated the long-term neuroprotective effects in the peripheral VT retina of *Slc6a4*^*-/-*^ mutant mice after ONC (Fig 3E). In the peripheral VT retina four weeks after ONC, 21.7% of RGCs in *Slc6a4*^*-/-*^ mutant mice survived while only 9.2% of RGCs in WT mice survived. However, in the middle region of the VT retina where endogenous SERT is absent, WT and *Slc6a4*^*-/-*^ RGCs were similarly vulnerable to injury (Fig 3E). Loss of SERT alters serotonergic signaling and influences serotonin hemostasis [28,32,33]. Thus, to test the hypothesis that VT RGC protection after ONC in *Slc6a4*^*-/-*^ mutant mice could be caused by the inhibition of serotonin transport, fluoxetine, an inhibitor of serotonin reuptake was prepared fresh daily and given by intraperitoneal injection one day before ONC and daily after ONC for two weeks (Fig 3F). We found no significant neuroprotective effects of fluoxetine in VT and DN retina two weeks after ONC (Fig 3F). However, fluoxetine treatments in WT mice resulted in a reduced number of microglia/macrophages at the lesion site when compared to control, saline in WT, while *Slc6a4*^*-/-*^ mutants and WT mice showed a similar number of these immune cells (S3 Fig). Thus, SERT mediates the death of RGCs in the peripheral VT retina after ONC, while fluoxetine affects the whole retinal environment.

**Fig 3:**
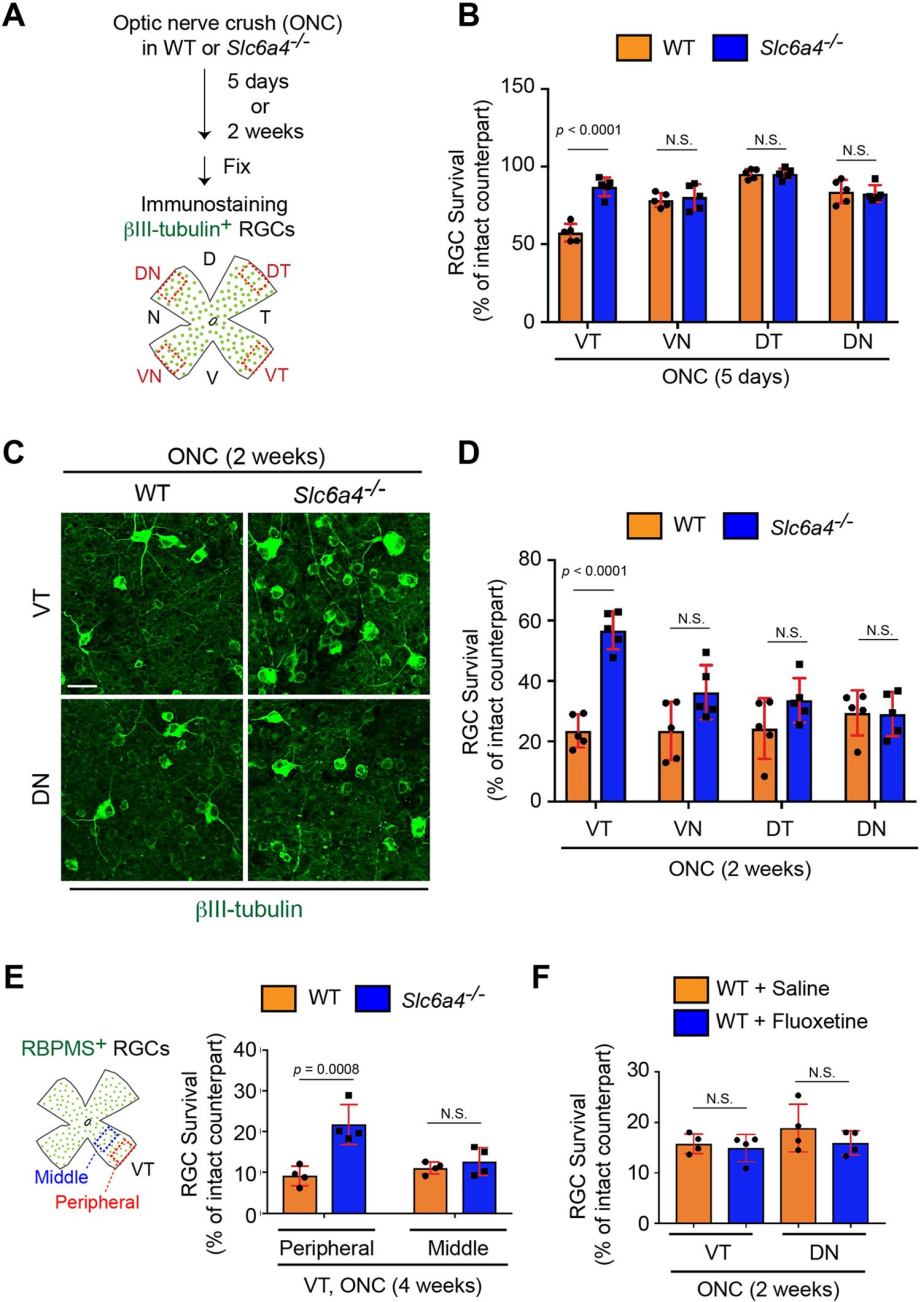
Loss of SERT leads to neuroprotection of peripheral VT RGCs after optic nerve injury. (A) Schema of RGC survival analysis in the retina five days or two weeks after ONC in WT and *Slc6a4*^*-/-*^ mice. (B) Five days after ONC, WT VT RGCs are markedly reduced, while ~80% of VT RGCs in *Slc6a4*^*-/-*^ mice still survive (n = 5 mice/condition, two-way ANOVA). (C-D) Two weeks after ONC, VT RGCs in *Slc6a4*^*-/-*^ mice are more resistant to injury compared to RGCs in other regions in *Slc6a4*^*-/-*^ mice or all regions in WT mice (n = 5 mice/condition, two-way ANOVA). (E) Four weeks after ONC, peripheral, but not middle VT RGCs in *Slc6a4*^*-/-*^ mice are more protective compared to those in WT mice (n = 4 mice/condition, two-way ANOVA). (F) Fluoxetine, a serotonin reuptake inhibitor has no neuroprotective effects in VT and DN RGCs two weeks after ONC (n = 4 mice/condition, two-way ANOVA). Data presented as mean ± SD. N.S., not significant; Scale bar represents 20 μm.

### Integrin β3 mediates VT RGC death after injury

To explore the molecular mechanisms of SERT-mediated VT RGC death after ONC, we focused on integrin β3, which binds to SERT and regulates SERT-induced functions in platelets and the nervous system [33,34]. First, we examined expression of integrin β3 in the intact and injured optic nerve and RGCs (Fig 4A). We found that integrin β3 was upregulated in the injured optic nerve one day after ONC compared to the intact nerve (2.01 ± 0.43-fold change, n = 4 mice, two-tailed unpaired t-test, P = 0.0033). Moreover, 90.7% of injured VT RGCs expressed integrin β3, while only 3.5% of intact VT RGCs expressed integrin β3 (n = 4 mice/86 intact and 90 injured RGCs, two-tailed unpaired t-test, P<0.0001) (Fig 4A).

**Fig 4:**
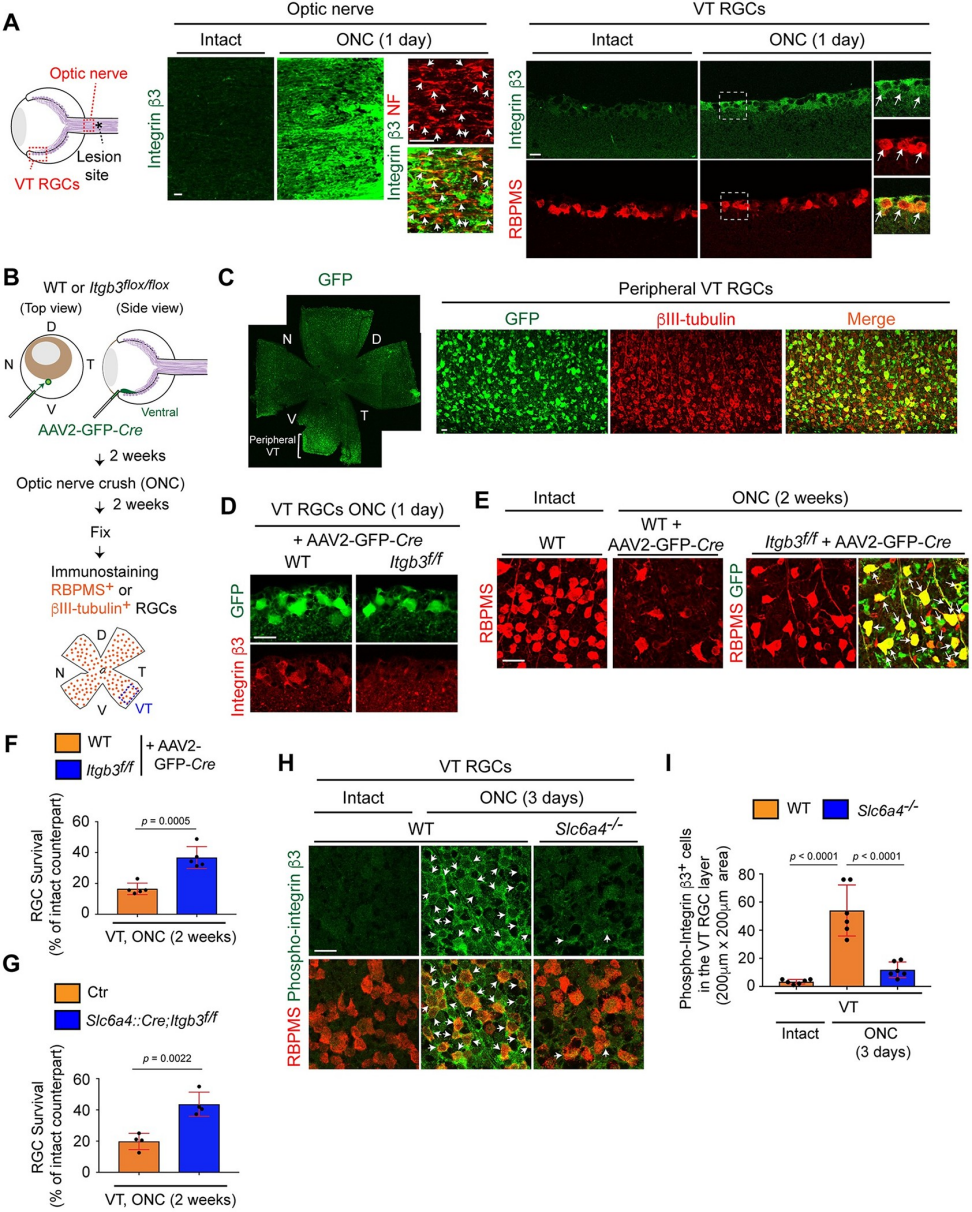
Elevated expression of integrin β3 following injury leads to VT RGC death. (A) One day after ONC, integrin β3 is upregulated in neurofilament (NF) ^+^ retinal axons (arrows) and RBPMS^+^ RGCs in the VT retina (arrows), but not in the intact axons and RGCs. (B) Schema of deletion of *Itgb3* after intravitreal injection of AAV2-GFP-*Cre* virus into the peripheral ventral retina of *Itgb3*^*flox/flox*^ mice and RGC survival analysis in the peripheral VT RGCs two weeks after ONC. (C) Most peripheral VT βIII-tubulin^+^ RGCs express GFP. (D) Integrin β3 expression in the VT retina of *Itgb3*^*flox/flox*^ mice + AAV2-GFP-*Cre* virus was eliminated one day after ONC. (E-F) Peripheral VT RGCs of the *Itgb3* ^*flox/flox*^ retina + AAV2-GFP-*Cre* virus are protected compared to WT retina two weeks after ONC and those RGCs express GFP-Cre (arrows) (n = 5 mice/condition, two-tailed unpaired t-test). (G) RGCs in the peripheral VT retina of *Slc6a4*::*Cre;Itgb3*^*flox/flox*^ mice are more resistant to injury than control (Ctr) two weeks after ONC (n = 4 mice/condition, two-tailed unpaired t-test). (H-I) Phosphorylated integrin β3^+^ RGCs are observed in the VT retina of WT mice, but not *Slc6a4*^*-/-*^ mice three days after ONC or in the intact retina (arrows). The number of phosphorylated integrin β3^+^ in the injured and intact VT retina of WT or in the injured VT retina of *Slc6a4*^*-/-*^ mice three days after ONC was counted (n = 6 mice/condition, one-way ANOVA). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm.

We next investigated the effects of integrin β3 on VT RGC vulnerability after ONC. To delete *Itgb3* in most RGCs of the peripheral VT retina, AAV2-GFP-*Cre* virus was intravitreally injected into the peripheral ventral retina of WT or of *Itgb3*^*flox/flox*^ mice (Fig 4B and 4C). Two weeks after virus infection, ONC was performed. The RGC survival rate in peripheral VT RGCs of *Itgb3* ^*flox/flox*^ retina expressing AAV2-GFP-*Cre* (referred to as *Itgb3*^*-/-*^ retina) was compared to WT retina expressing AAV2-GFP-*Cre* (referred to as WT retina). First, we confirmed that GFP-Cre expression was detected in ~95% of RGCs in the peripheral VT retina (Fig 4C). Elevated integrin β3 expression after ONC was eliminated in the *Itgb3*^*-/-*^ VT retina (Fig 4D). Two weeks after ONC, in the peripheral VT retina, 36.8% of RGCs of the *Itgb3*^*-/-*^ retina survived and those RGCs express GFP-Cre, while only 16.5% of RGCs of WT retina survived (Fig 4E and 4F). To confirm effects of integrin β3 on ipsilateral (SERT^+^) VT RGC death after ONC, *Slc6a4*::*Cre;Itgb3*^*flox/flox*^ mice were generated (Fig 4G). In the VT retina, 43.6% of *Itgb3*^*-/-*^ RGCs survived, while only 19.8% of control RGCs (*Slc6a4*::*Cre;Itgb3*^*+/+*^) survived. In fact, integrin β3 was also upregulated in dorsal RGCs after ONC where SERT is not expressed (S4A Fig). We next examined the regional specificity of integrin β3 functions in RGC death. To delete *Itgb3* in most RGCs of the peripheral dorsal retina, AAV2-GFP-*Cre* virus was intravitreally injected into the peripheral dorsal retina of WT or of *Itgb3*^*flox/flox*^ mice, and we investigated RGC survival in *Itgb3*^*-/-*^ RGCs of the dorsal retina (S4B Fig). We found that dorsal (e.g. DN) RGCs of the *Itgb3*^*-/-*^ retina were not protected after ONC (S4C and S4D Fig).

Since both SERT and integrin β3 mediate VT RGC death after ONC, we then tested the hypothesis that SERT mediates activation of integrin β3 after ONC. Thus, we examined the number of phosphorylated integrin β3^+^ RGCs in the VT retina after ONC in the VT retina of WT and *Slc6a4*^*-/-*^ mutant mice three days after ONC when WT VT RGCs begin to die (Fig 4H and 4I). The larger number of phosphorylated integrin β3^+^ RGCs was detected in the VT retina of WT mice three days after ONC (82.0%) compared to the intact retina (3.58%) (Fig 4I). However, even three days after ONC, only 12.2% of RGCs in *Slc6a4*^*-/-*^ mutant mice expressed phosphorylated integrin β3 (Fig 4I). Thus, SERT-mediated integrin β3 phosphorylation leads to RGC death after ONC in the VT retina.

### Retinal axon regeneration is promoted by loss of SERT and Integrin β3

We next investigated whether loss of SERT or integrin β3 impacts axon regeneration after ONC (Fig 5). Two weeks after ONC in WT, *Slc6a4*^*-/-*^ mutant mice and *Itgb3* ^*flox/flox*^ mice with AAV2-GFP-*Cre* virus infected into the peripheral VT retina, regenerated axons were labeled with the anterograde axonal tracer Alexa Fluor 555-conjugated cholera toxin subunit B (CTB) and fixed two days later as we previously described [35]. The whole optic nerve was cleared with a blend of two solvent-free quick tissue clearing methods that maintain the original sample size, *Clear*^*T*^ and Sca*l*eS [36,37], and CTB^+^ axons within the optic nerve were visualized by confocal microscopy. In *Itgb3* ^*flox/flox*^ retina expressing AAV2-GFP-*Cre* in the VT retina (referred to as *Itgb3*^*-/-*^) and *Slc6a4*^*-/-*^ retina two weeks after ONC, robust axon regeneration was detected when compared to WT (Fig 5A). To quantify regenerative capacity by loss of integrin β3 and SERT in the retina, we examined the average length of the five longest regenerated axons (Fig 5B) and counted axon number from the lesion site (Fig 5C). We found that the average of the five longest regenerated axons is 1247.7 μm in *Itgb3*^*-/-*^ retina and 1459.9 μm in *Slc6a4*^*-/-*^ retina while the average is only 557.2 μm in WT retina (Fig 5B). We also quantified the number of CTB^+^ axons and found that loss of integrin β3 and SERT significantly promoted axon regeneration, with axon extensions detected at up to 800 μm from the lesion (Fig 5C). Finally, we tested utilizing fluoxetine, an inhibitor of serotonin reuptake whether enhanced regeneration capacity by loss of SERT is linked with decreased serotonin activity or not. Fluoxetine was given by intraperitoneal injection one day before ONC and daily after ONC for two weeks as previously used for neuroprotection assay (Fig 3F). We found that fluoxetine had no effect on axon regeneration (Fig 5A–5C). Thus, axon regeneration ability is attenuated by SERT and integrin β3 after optic nerve injury.

**Fig 5:**
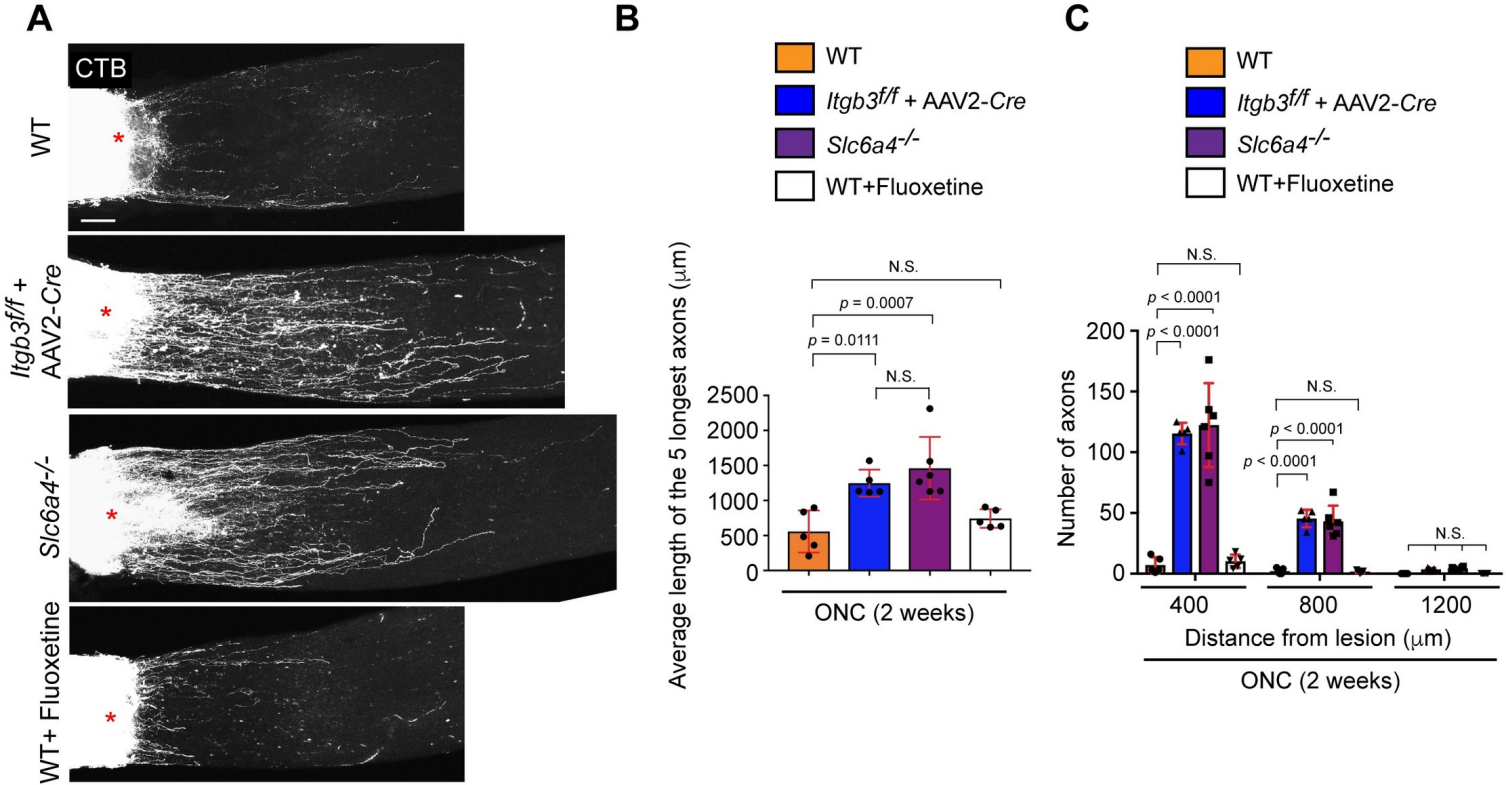
SERT and integrin β3 negatively impact retinal axon regeneration after injury. (A) CTB-labeled regenerated axons beyond the injury site (*) are observed in *Itgb3*^*flox/flox*^ mice + AAV2-GFP-*Cre* virus infected into the VT retina and *Slc6a4*^*-/-*^ mice, but not WT mice or WT mice treated with fluoxetine two weeks after ONC. (B-C) Quantitative analysis of axon regeneration in *Itgb3*^*flox/flox*^ + AAV2-GFP-*Cre*, *Slc6a4*^*-/-*^, WT mice and WT mice injected with fluoxetine (n = 5–6 mice/condition, one-way-ANOVA (*B*), two-way ANOVA (*C*)). The average of the distance of the CTB-labeled five longest axons from the lesion site *(B)* and the number of regenerated axons at 400, 800 and 1200 μm from the lesion site are shown *(C)*. Data presented as mean ± SD. N.S., not significant; Scale bar represents 100 μm.

### Effects of loss of SERT on gene profiles of VT RGCs after optic nerve injury

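Gene expression was compared between the peripheral ventrotemporal (VT) retina of WT mice and of *Slc6a4*-/- mice, which lack the serotonin transporter SERT, 1 day after optic nerve crush (ONC). There were 3 samples per genotype, and each sample pooled the VT retinae of 3 mice, so the spread between samples is the spread between pools. The libraries were made from total RNA after reduction of ribosomal RNA, the paired reads were aligned to the mouse genome GRCm38, and the authors counted them per gene in the CLC Genomics workbench. The table analysed here gives the raw read counts of 701 genes, which the authors had selected at a p-value below 0.05 in these same samples. Over these genes the counts of WT samples 1 to 3 summed to 1085549, 1085017 and 1051620, and those of *Slc6a4*-/- samples 1 to 3 summed to 1274069, 1427001 and 1137302. These sums cover a selected part of each library and are not its depth. The paper gives 40 M reads per sample. The RPKM values in the authors' deposited table correspond to 39.0 M read pairs per library for genes higher in WT and 44.2 M for genes higher in *Slc6a4*-/-.

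Because the library totals are not used here, the counts were divided by a scaling factor per library that was recovered from the fold changes in the authors' deposited table, over 464 genes with at least 100 counts in every library. The factors were 0.905, 0.934 and 0.940 for WT samples 1 to 3 and 1.093, 1.172 and 0.982 for *Slc6a4*-/- samples 1 to 3. The resulting values are called scaled counts. Genotypes were compared with limma on log2(scaled count + 1), a scale that understates the fold change of genes with few reads, and p-values were adjusted by the Benjamini-Hochberg method over the 701 genes. Since these genes were selected on the same comparison, the adjustment is not a transcriptome-wide false discovery rate (FDR). With 3 samples against 3, an exact two-sided permutation test cannot give a p-value under 0.1. The paper lists the genotypes as separate mouse lines and states that mice of both sexes were used, without the sex of the mice in each pool.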

To gain new molecular insights into enhancement of VT RGC protection and axon regeneration in *Slc6a4*^*-/-*^ mice, we performed bulk RNA sequencing (RNA-seq) from the VT retina of WT and *Slc6a4*^*-/-*^ mice one day after ONC (Fig 6A). 

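Of the 701 selected genes, 397 had a higher and 304 a lower mean in *Slc6a4*-/- than in WT VT retina on the log2(scaled count + 1) scale. All 701 had the same direction as in the authors' deposited table, which is no independent check, since the scaling was recovered from the authors' fold changes. The median size of the log2 fold change was 0.49, and 292 genes changed more than 1.5-fold either way. For 450 of the genes (64.2%) the 3 *Slc6a4*-/- values lay entirely above or below the 3 WT values, where chance gives 10%, but the genes had been chosen for such a difference. In limma, 377 of the genes had an unadjusted p-value below 0.05, and this count ranged from 154 without WT sample 2 to 403 without WT sample 1. The genes ranged in abundance from a mean of 3.94 to 174200 scaled counts per sample, with a median of 408.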

From 25,676 transcripts, 701 differentially expressed genes (DEGs) were identified that were up- or downregulated in the VT retina of *Slc6a4*^*-/-*^ mice with a threshold of p-value less than 0.05 (S1 Table). 

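*Slc6a4* (ENSMUSG00000020838), which encodes SERT, lies on the plus strand of chromosome 11 of GRCm38 from 76998603 to 77032340. Its scaled count was 1605 ± 96.5 (SD, n = 3) in WT VT retina. In *Slc6a4*-/- VT retina, samples 1 and 2 had 0 reads on the gene and sample 3 had 3 reads, which is at the floor that counting error allows for 0. Against that floor of 3 reads, *Slc6a4* was at least 576-fold lower in *Slc6a4*-/- than in WT. The fitted log2 fold change was -9.97 (standard error 0.57, adjusted p = 0.0004 from limma with Benjamini-Hochberg adjustment) and depends on the pseudocount. All 3 *Slc6a4*-/- values lay below all 3 WT values (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between -10.65 and -9.64. The targeted gene was therefore at the floor in every sample labelled *Slc6a4*-/- and high in every sample labelled WT.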

Importantly, RNA-Seq data confirmed that SERT (*Slc6a4*) expression is completely eliminated in the injured VT retina of *Slc6a4*^*-/-*^ mice (Fig 6D). The 701 DEGs include 54 genes which have been identified as genes differentially expressed in RGC subtypes after optic nerve injury (S1 Table) [16]. Moreover, the DEGs also include RGC death mediators and/or axon regeneration repressors after ONC such as *Chac1* [38], *JunD* [39], *Socs3* [40] and *Rab3c* [41] that were downregulated in the VT retina of *Slc6a4*^*-/-*^ mice compared to WT mice. In contrast, genes involved in neuroprotection and axon regeneration such as *Bmp4* [42] were upregulated in *Slc6a4*^*-/-*^ mice (S5A Fig). Moreover, ingenuity pathway analysis identified enriched cellular processes that were activated in the VT *Slc6a4*^*-/-*^ retina compared to WT retina after ONC, several of which are known to affect neuronal survival and axon regeneration (Figs 6A and S5B). For example, the glutathione-mediated detoxification pathway is involved in death/survival of RGCs and other neurons [43]. 

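*Chac1* (chromosome 2, 119351229 to 119354381) had a scaled count of 154.5 ± 43.2 (SD, n = 3) in WT and 103.9 ± 41.1 (SD, n = 3) in *Slc6a4*-/- VT retina, and the 2 ranges overlapped. The log2 fold change was -0.62 (standard error 0.37, adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment), and it ranged from -0.88 without *Slc6a4*-/- sample 3 to -0.26 without *Slc6a4*-/- sample 1. *Jund* (chromosome 8, 70698949 to 70700616) fell from 883.4 ± 77.1 to 575.9 ± 175.5 scaled counts, a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.087 from limma with the same adjustment). Without *Slc6a4*-/- sample 3 it was -0.88 and the adjusted p from limma was 0.047, the lowest of 15 fits, of which the highest was 0.19. For *Socs3* (chromosome 11, 117966079 to 117970047) the log2 fold change was -0.50 (standard error 0.25, adjusted p = 0.11 from limma), and it ranged from -0.68 without WT sample 3 to -0.25 without WT sample 1. *Rab3c* (chromosome 13, 110054187 to 110280996) had the smallest change of the 4, with 3643 ± 191 scaled counts in WT and 3151 ± 121 in *Slc6a4*-/- and a log2 fold change of -0.21 (adjusted p = 0.087 from limma). For *Jund*, *Socs3* and *Rab3c* every *Slc6a4*-/- value lay below every WT value (exact two-sided permutation test, p = 0.1, the smallest possible). In the authors' deposited table the FDR p-values of these genes were 0.97 for *Chac1*, 0.06 for *Jund*, 0.77 for *Socs3* and 0.25 for *Rab3c*.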

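*Bmp4* (ENSMUSG00000021835, chromosome 14 of GRCm38, 46383520 to 46390669, minus strand) had scaled counts of 81.7, 77.1 and 54.2 in WT samples 1 to 3 and 124.4, 97.3 and 91.7 in *Slc6a4*-/- samples 1 to 3. The means were 71.0 ± 14.7 (SD, n = 3) and 104.5 ± 17.5 (SD, n = 3). Its change was 0.56 on the log2 scale (standard error 0.24, adjusted p = 0.094 from limma with Benjamini-Hochberg adjustment), and it ranged from 0.38 to 0.67 with each sample left out in turn. The 2 groups did not overlap (exact two-sided permutation test, p = 0.1). The FDR p-value in the authors' deposited table was 0.92. *Bmp4* is also on the list of dorsal retina genes used here. A different share of dorsal retina in the pools may add to its change, which was not tested for this gene.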

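The pathway analysis itself was not repeated. The genes that the table holds for glutathione-mediated detoxification and related peroxidases were chosen for display after their values were seen. They were *Gsta1*, *Gsta3*, *Gsta4*, *Gstm1*, *Gstm2*, *Gstm4*, *Gstt1*, *Mgst1* and *Gpx8*, and all 9 were higher in *Slc6a4*-/- than in WT VT retina. The median log2 fold change was 0.71, and genes other than *Gsta1* lay between 0.31 and 1.21. All 9 kept this direction when each sample was centred on the table median and without library scaling. Their mean log2(scaled count + 1) was 6.39 ± 0.36 (SD, n = 3) in WT and 7.40 ± 0.12 (SD, n = 3) in *Slc6a4*-/- (exact two-sided permutation test, p = 0.1, the smallest possible). *Gsta1* had 0 reads in every WT sample and a mean of 11.1 scaled counts in *Slc6a4*-/-, at least 3.4-fold higher against a floor of 3 reads. *Gsta4* had the smallest change, with 459.9 ± 67.3 scaled counts in WT and 568.3 ± 76.9 in *Slc6a4*-/-. Because every gene of the table was selected for a difference, these counts are not a test of enrichment.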

The DNA methylation signaling pathway [44], Wnt pathway [45], and Rho family GTPase pathway [46] mediate RGC axon regeneration.

**Fig 6:**
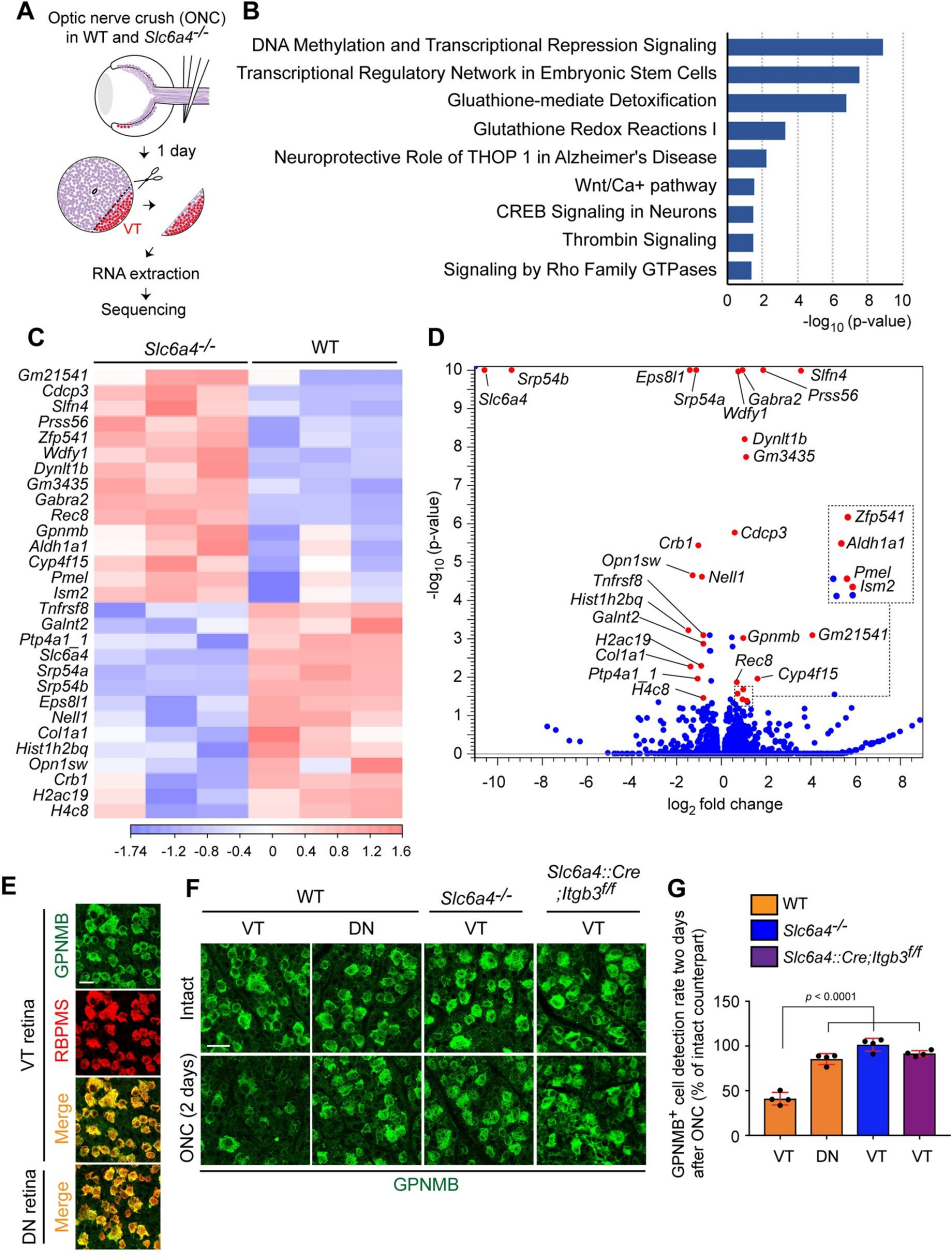
Transcriptome profiling of the VT retina in *Slc6a4*^*-/-*^ and WT mice after injury. (A) Schema of RNA preparations and sequencing for transcriptome profiling of the VT retina in *Slc6a4*^*-/-*^ and WT mice one day after ONC. (B) Enriched cellular processes and pathways in the VT *Slc6a4*^*-/-*^ retina compared to WT retina one day after ONC are shown. Bars indicate the degree of -log_10_ P value. (C-D) Heatmap *(C)* and volcano plots in red *(D)* showing the most significant 29 genes (FDR value < 0.05 and change in expression of more than 1.5-fold) in the VT retina of *Slc6a4*^*-/-*^ compared to WT mice one day after ONC (n = 3 samples/condition, each sample includes three VT retinal tissues of three *Slc6a4*^*-/-*^ or WT mice). In the heatmap *(C)*, color values indicate log2-transformed expression values shown in the color key (bottom) relative to the average expression in WT mice. The columns show individual samples from *Slc6a4*^*-/-*^ and WT mice in triplicate. (E) GPNMB is expressed in RBPMS^+^ RGCs of the VT and DN retina. (F) GPNMB^+^ cells are reduced in the VT retina of WT mice two days after ONC compared to the intact retina, while GPNMB^+^ cells in the DN retina of WT mice or the VT retina of *Slc6a4*^*-/-*^ or *Slc6a4*::*Cre;Itgb3*^*flox/flox*^ mice are still clearly detected after ONC. (G) Quantitative analysis of GPNMB^+^ cell detection rate two days after ONC compared to the intact counterpart (n = 4 mice/condition, one-way ANOVA). Data presented as mean ± SD. Scale bars represent 20 μm (E, F).

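The genes drawn in Fig 6C number 29, of which 15 were higher and 14 lower in *Slc6a4*-/- VT retina. The scaled counts, whose scaling comes from the authors' fold changes, had the same directions. For 24 of them the 3 *Slc6a4*-/- values and the 3 WT values did not overlap. The groups overlapped for *Gm21541*, *Gpnmb*, *Aldh1a1*, *Opn1sw* and *H4c8*. In limma with Benjamini-Hochberg adjustment over the 701 genes of the table, 12 genes passed an FDR of 0.05 and a 1.5-fold change, 8 higher and 4 lower in *Slc6a4*-/-, and 11 of these 12 are genes of Fig 6C. The largest falls belonged to *Slc6a4*, *Srp54b*, *Eps8l1* and *Srp54a*. The largest rises were those of *Gsta1*, *Prss56*, *Gm3435*, *Dynlt1b* and *Gabra2*. The other 3 genes past both thresholds, *Cdcp3*, *Rec8* and *Wdfy1*, rose by less than 2-fold. *Eps8l1* had 1187 ± 125.5 scaled counts in WT and 451.4 ± 126.4 in *Slc6a4*-/- (SD, n = 3 each), a log2 fold change of -1.43 (standard error 0.22, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment). *Prss56* rose from 126.3 ± 32.9 to 466.8 ± 139.7 scaled counts, a log2 fold change of 1.87 (standard error 0.30, adjusted p = 0.037 from limma). The fits in which neither gene passed an FDR of 0.05 include those without WT sample 2 or 3 or without *Slc6a4*-/- sample 2, and over 15 fits the adjusted p from limma ranged from 0.017 to 0.13 for *Eps8l1* and from 0.013 to 0.17 for *Prss56*. The 18 genes of Fig 6C not past the thresholds had adjusted p-values between 0.074 and 0.089 in limma. The number of genes past both thresholds depended on single samples, with 51 without WT sample 1, 37 without *Slc6a4*-/- sample 3 and 4 without *Slc6a4*-/- sample 2.

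**Figure D1:**
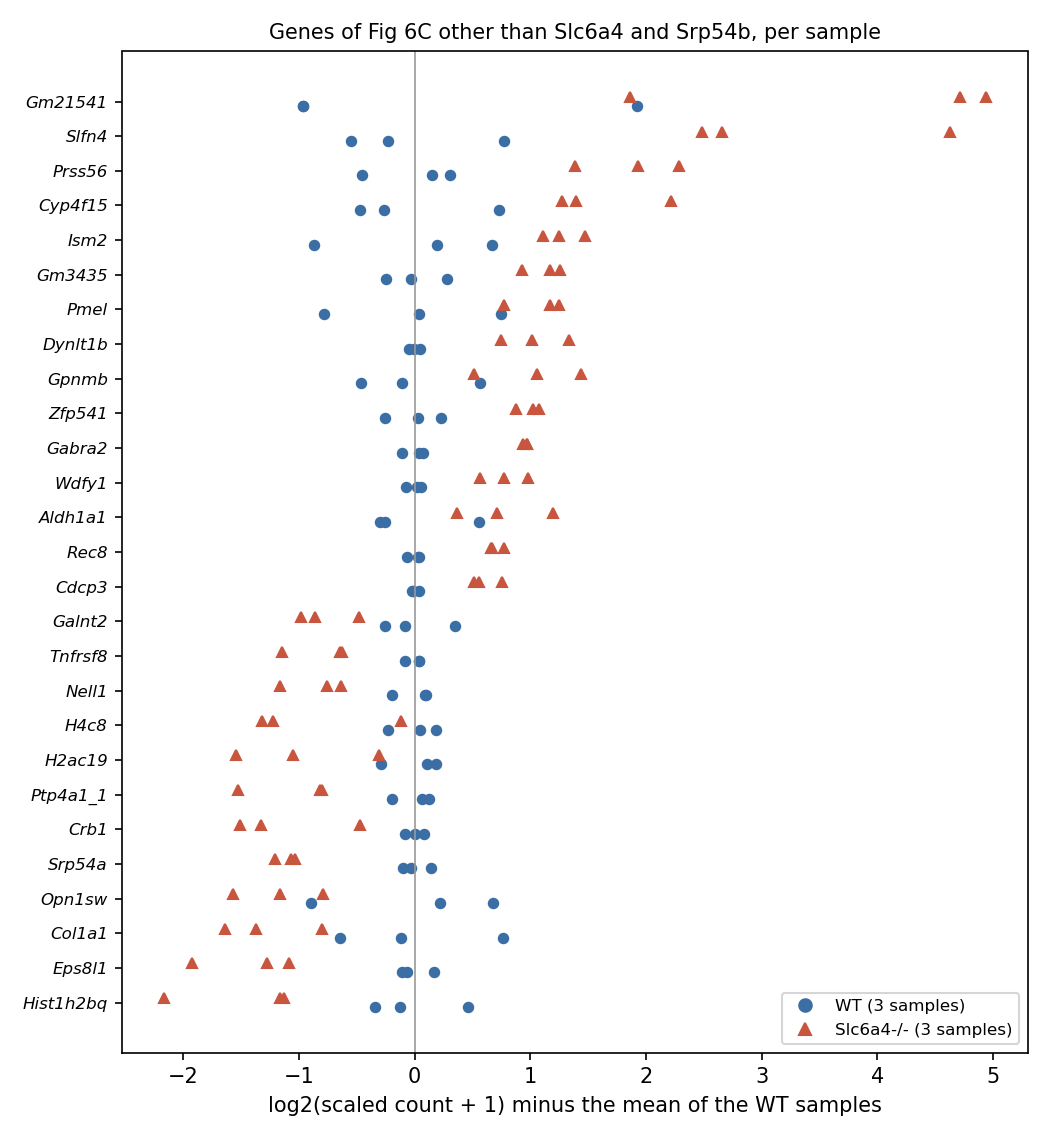
Genes of Fig 6C other than *Slc6a4* and *Srp54b*, with log2(scaled count + 1) of each sample minus the mean of the WT samples on the x axis and genes on the y axis, sorted by log2 fold change. Circles are the 3 WT samples and triangles the 3 *Slc6a4*-/- samples, and the groups overlap for *Gm21541*, *Gpnmb*, *Aldh1a1*, *Opn1sw* and *H4c8*.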

We next focused on 29 DEGs with an FDR p-value less than 0.05 and with *a fold*-*change* of at least *1*.*5* (Fig 6C and 6D). 

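*Nell1* (ENSMUSG00000055409, chromosome 7 of GRCm38, 49974864 to 50866608) had 637.8 ± 72.2 scaled counts (SD, n = 3) in WT and 354.9 ± 64.6 (SD, n = 3) in *Slc6a4*-/- VT retina, without overlap, and the log2 fold change was -0.85 (standard error 0.17, adjusted p = 0.074 from limma with Benjamini-Hochberg adjustment). The adjusted p from limma was 0.048 without *Slc6a4*-/- sample 3 and ranged from 0.047 to 0.17 over 15 fits. The paper does not say which *Srp54* gene it means. The table holds 3 near-identical *Srp54* genes close together on the plus strand of chromosome 12, and reads shared between the copies make the values of each copy uncertain. The authors' thresholds select *Srp54a* and *Srp54b* but not *Srp54c*, whose FDR p-value in their deposited table was 0.42. *Srp54b* (ENSMUSG00000112449, 55155104 to 55189573) had 1696 ± 290 scaled counts in WT and 3, 3 and 2 reads in *Slc6a4*-/- samples 1 to 3, at least 609-fold lower against a floor of 3 reads. *Srp54a* (ENSMUSG00000073079, 55080262 to 55115367) fell from 7477 ± 655 to 3477 ± 223 scaled counts, a log2 fold change of -1.10 (standard error 0.09, adjusted p = 0.0027 from limma). *Srp54c* (ENSMUSG00000079108, 55230168 to 55263836) had 7083 ± 1013 scaled counts in WT and 5844 ± 584 in *Slc6a4*-/-, with overlapping values and a log2 fold change of -0.27 (adjusted p = 0.1 from limma). Summed over the 3 copies, the scaled count was 16260 ± 1685 in WT and 9324 ± 797 in *Slc6a4*-/-. Between *Srp54a* and *Srp54b* lies *Fam177a* (55124469 to 55142104), which was singled out after its values were seen. It had 1002 ± 138.8 scaled counts in WT, 0 reads in *Slc6a4*-/- samples 1 and 2, and 455.3 scaled counts in *Slc6a4*-/- sample 3.

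**Figure D2:**
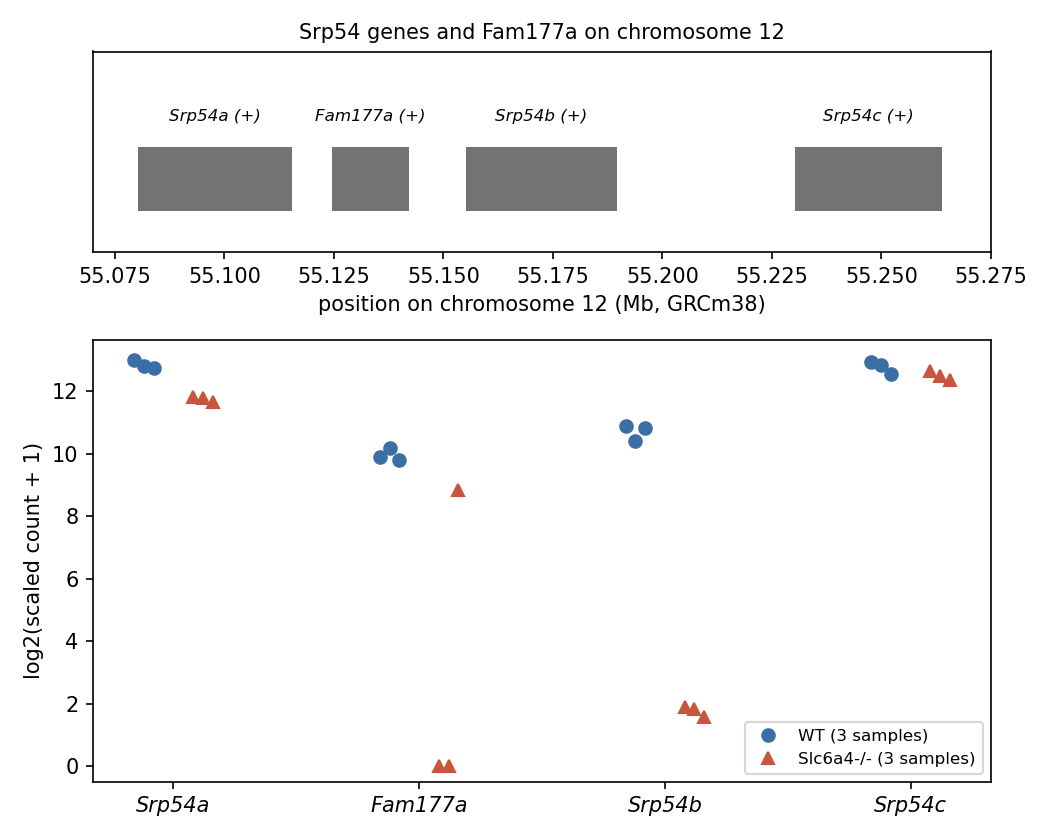
The upper panel maps *Srp54a*, *Fam177a*, *Srp54b* and *Srp54c* on chromosome 12 (Mb, GRCm38), all on the plus strand, and the lower panel plots log2(scaled count + 1) of each sample for these genes, with circles for the 3 WT and triangles for the 3 *Slc6a4*-/- samples. *Srp54b* is at the floor in all 3 *Slc6a4*-/- samples, whereas *Fam177a* is at 0 in *Slc6a4*-/- samples 1 and 2 and at 455.3 scaled counts in sample 3.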

Significantly affected genes, *Nell1* and *Srp54* are involved in cell death in a variety of cellular contexts [47,48]. *Wdfy1* regulates neurite outgrowth [49] and *Aldh1a1* prevents neuronal degeneration in Parkinson’s disease [50]. Among these 29 DEGs, only *Gpnmb* commonly exerts neuroprotective effects in several neurodegenerative diseases such as Amyotrophic lateral sclerosis (ALS) [51], Parkinson’s disease [52] and after brain injury [53]. Moreover, the molecular mechanisms underlying GPNMB-mediated functions in neurodegenerative diseases have been well studied. For example, in motor neurons GPNMB is neuroprotective against mutant TDP-43-indcued stress through activation of the ERK1/2 and Akt pathways [54], and these signaling pathways also contribute to retinal axon regeneration after ONC [55,56]. 

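*Wdfy1* (ENSMUSG00000073643, chromosome 1 of GRCm38, 79702262 to 79776143, minus strand) had scaled counts of 1470 ± 63.9 (SD, n = 3) in WT and 2526 ± 361 (SD, n = 3) in *Slc6a4*-/- VT retina. The log2 fold change was 0.77 (standard error 0.12, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment), and the groups did not overlap (exact two-sided permutation test, p = 0.1). Its adjusted p from limma ranged from 0.014 to 0.13 over 15 fits, and those above 0.05 include the fits without WT sample 2 or 3, without *Slc6a4*-/- sample 1 or 2 and after centring each sample on the table median. *Aldh1a1* (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) had scaled counts of 3163, 1746 and 1807 in WT samples 1 to 3 and of 3523, 4947 and 2777 in *Slc6a4*-/- samples 1 to 3, so that WT sample 1 exceeded *Slc6a4*-/- sample 3. Its log2 fold change was 0.76 (standard error 0.30, adjusted p = 0.089 from limma with the same adjustment), and the overlap of the groups gave p = 0.2 in an exact two-sided permutation test, where 0.1 is the smallest possible. *Aldh1a1* is also on the list of dorsal retina genes used here. A different share of dorsal retina in the pools may add to its change, which was not tested for this gene. The paper went from the genes past a p-value threshold to those past FDR and fold change thresholds, and weighed these by what is known of their roles in neurons.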

GPNMB also binds to CD44 expressed in astrocytes, and GPNMB reduces the ability of pro-inflammatory cytokines and induces anti-inflammatory factor, IGF-1 in astrocyte cultures [57]. Neurotoxic reactive astrocytes kill RGCs after ONC [5]. 

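*Gpnmb* (ENSMUSG00000029816), a gene for a transmembrane glycoprotein, lies on the plus strand of chromosome 6 of GRCm38 from 49036546 to 49070929. Its scaled counts were 675.0, 422.8 and 330.8 in WT samples 1 to 3 and 950.7, 1236 and 651.9 in *Slc6a4*-/- samples 1 to 3. The means were 476.2 ± 178.2 (SD, n = 3) in WT and 946.0 ± 291.9 (SD, n = 3) in *Slc6a4*-/-. WT sample 1 exceeded *Slc6a4*-/- sample 3, so the groups overlapped (exact two-sided permutation test, p = 0.2). The log2 fold change was 1.01 (standard error 0.33, adjusted p = 0.087 from limma with Benjamini-Hochberg adjustment), and it stayed between 0.78 and 1.29 with each sample left out in turn. Across 15 fits of the same values the adjusted p from limma ranged from 0.048 to 0.19, and the lowest was the fit without library scaling, which was chosen after seeing the data and leaves the depth uncorrected. In the authors' deposited table the p-value of *Gpnmb* was 1.13e-06, and the FDR p-value was 0.000986. Within each genotype, samples with more *Gpnmb* also tended to have higher pigment cell markers, with a correlation of the deviations from the genotype means of r = 0.81 and rho = 0.77 (exact permutation within genotypes, p = 0.111 and p = 0.167, adjusted p = 0.194 over 7 relations). Without the 2 samples farthest from the median of the marker score, r was 0.55. *Gpnmb* also varied within genotypes with the balance of dorsal and ventral markers, at r = 0.81 and rho = 0.71 (exact permutation within genotypes, p = 0.139 and p = 0.222, adjusted p = 0.194 over the 7 relations), but there r was -0.06 without the 2 farthest samples, so this relation rests on those samples. Its relation with *Gm26992*, which overlaps *Xist* on the opposite strand, was the strongest, at r = -0.90 and rho = -0.94. There the exact permutation within genotypes gave p = 0.083 for each (adjusted p = 0.194), and r was -0.77 without the 2 farthest samples.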

Based on previous studies demonstrating its neuroprotective effects and their mechanisms, *Gpnmb* was chosen as a top candidate, and we analyzed whether GPNMB is a regulator of RGC protection and axon regeneration after ONC. However, expression and functions of GPNMB in the retina, especially RGCs remain unclear. First, we investigated expression of GPNMB in RGCs and found that GPNMB is expressed in >95% of RGCs in the VT retina and DN retina (Fig 6E). In the VT retina of WT mice two days after ONC, this was reduced to 41.0%. In contrast, in the DN retina of WT mice or the VT retina of *Slc6a4*^*-/-*^ and *Slc6a4*::*Cre;Itgb3*^*flox/flox*^ mice, >85.4% of GPNMB^+^ RGCs were still detected even after ONC (Fig 6F and 6G). Thus, loss of SERT in the injured VT retina significantly alters molecular signatures, and one of the identified molecules, GPNMB, could be a key downstream target mediating neuroprotection and axon regeneration in the VT retina.

### GPNMB promotes RGC protection and axon regeneration after optic nerve injury

To directly assess whether GPNMB mediates VT RGC survival and axon regeneration via SERT, AAV2 virus-mediated shRNA silencing of *Slc6a4* (SERT) via antisense *Slc6a4* sequences under CMV promoter (referred to as AAV2-sh*Slc6a4*) and control sequences (referred to as AAV2-shCtr) were generated, and we utilized DBA/2J mouse carrying mutations in *Gpnmb* that result in a truncated and dysfunctional GPNMB protein, or the DBA/2J-*Gpnmb*^+^ mouse, carrying wild-type *Gpnmb*, as a control [58]. We examined the expression of GPNMB in RGCs of DBA/2J mice with the antibody against GPNMB and failed to detect the expression in RGCs of DBA/2J mice, but not DBA/2J-*Gpnmb*^+^ mice (S6 Fig). Although the DBA/2J mouse is broadly used as a model of inherited glaucoma, 6-10-week old DBA/2J mice for this optic nerve crush experiments do not yet display any glaucomatous phenotypes such as RGC death and intraocular pressure changes at this time [59]. Viruses were first intravitreally injected into the peripheral ventral retina to knockdown *Slc6a4* in most VT RGCs, and the knockdown efficiency assessed. We found that *Slc6a4* mRNA levels in the VT retina were reduced by 76.0% in the AAV2-sh*Slc6a4* virus-injected retina, when compared to AAV2-shCtr virus-injected retina (Fig 7A). Next, we analyzed the effects of AAV2-sh*Slc6a4* virus on VT RGC survival in DBA/2J and DBA/2J-*Gpnmb*^+^ mice two weeks after ONC (Fig 7B and 7C). In the DBA/2J-*Gpnmb*^+^ mouse, only 14.6% of VT RGCs with AAV2-shCtr virus survived after ONC, while 30.7% of VT RGCs survived when AAV2-sh*Slc6a4* virus was injected. However, AAV2-sh*Slc6a4* virus failed to attenuate VT RGC death in DBA/2J mice as AAV2-shCtr virus did (Fig 7B and 7C), suggesting that enhanced VT RGC protection and axon regeneration by loss of SERT could be meditated by GPNMB. To have the direct evidence that GPNMB regulates VT RGC protection after ONC, an AAV2 virus carrying mouse *Gpnmb* with IRES-eGFP under the CMV promoter (referred to as AAV2-GFP-*Gpnmb*) was generated, and intravitreally injected into the peripheral ventral retina (Fig 7B and 7C). AAV2-GFP-*Gpnmb* virus led to 34.7% of VT RGC survival in DBA/2J mice, while AAV2 control virus showed only 12.8% of VT RGC survival. Thus, GPNMB acts as a regulator of neuroprotection in the VT retina after ONC.

**Fig 7:**
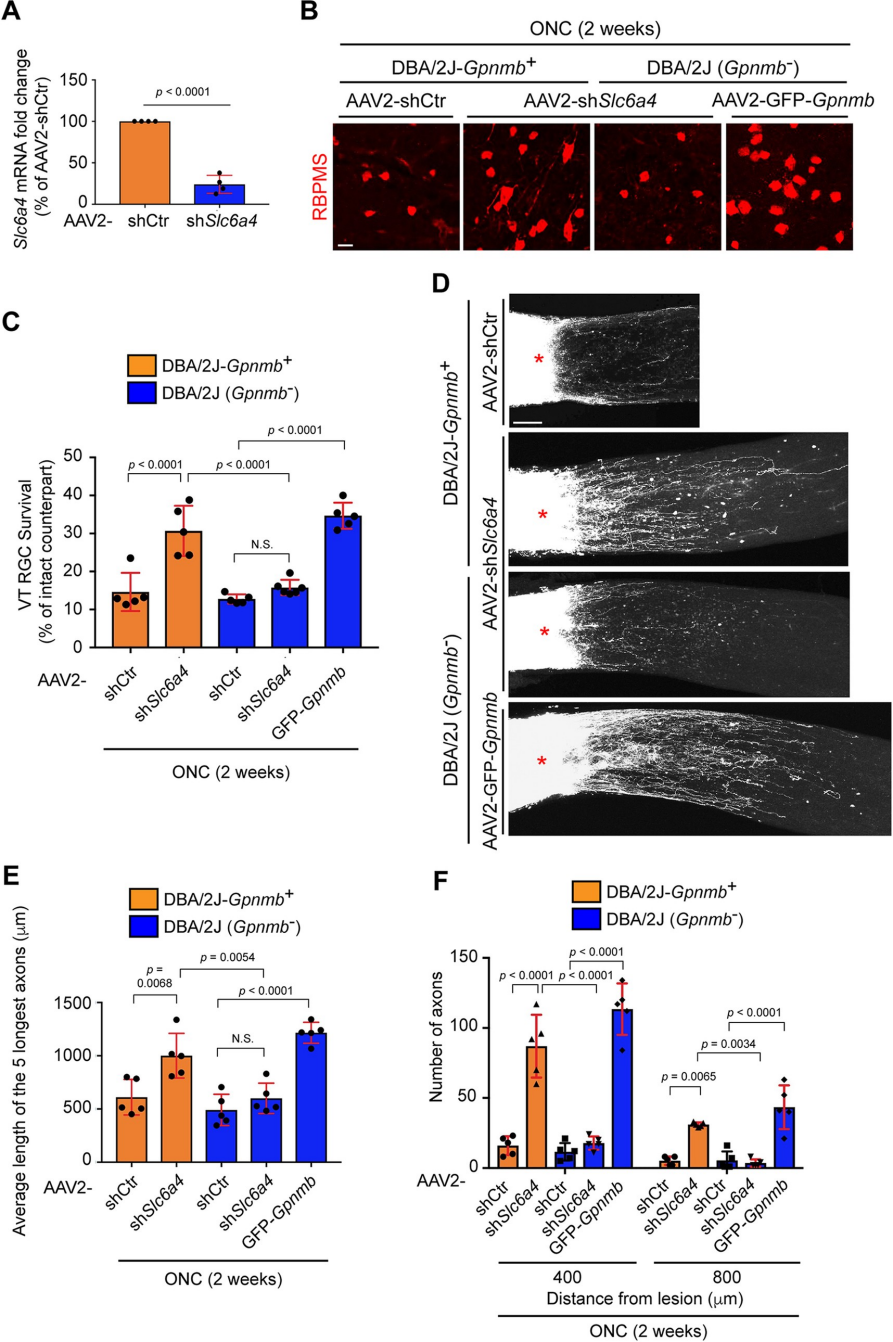
GPNMB mediates RGC survival and axon regeneration. (A) Relative *Slc6a4* mRNA expression in the VT retina two weeks after infection of AAV2-sh*Slc6a4* virus compared to AAV2-shControl (AAV2-shCtr) virus as a control (n = 4 mice/condition, two-tailed unpaired t-test). (B-C) In in DBA/2J-*Gpnmb*^+^ mice, peripheral VT RGCs are protective by AAV2-sh*Slc6a4* virus compared to AAV2-shCtr virus two weeks after ONC, while in DBA/2J mice (which carry mutations in *Gpnmb* gene), VT RGCs are not protected by AAV2-sh*Slc6a4* virus. However, Peripheral VT RGCs following AAV2-GFP-*Gpnmb* virus infection into the ventral retina of DBA/2J mice are protective after injury (n = 5 mice/condition, one-way ANOVA). (D) CTB-labeled regenerated axons beyond the injury site (*) are observed in DBA/2J-*Gpnmb*^+^ mice after AAV2-sh*Slc6a4* virus infection or DBA/2J mice after AAV2-GFP-*Gpnmb* virus infection into the ventral retina. However, DBA/2J-*Gpnmb*^+^ mice carrying AAV2-shCtr virus or DBA/2J mice carrying AAV2-sh*Slc6a4* virus show little or minimal axon regeneration two weeks after ONC, respectively. (E-F) Quantitative analysis of axon regeneration in DBA/2J-*Gpnmb*^+^ or DBA/2J mice having AAV2-sh*Slc6a4*, AAV2-shCtr or AAV2-GFP-*Gpnmb* virus in the ventral retina two weeks after ONC. The average of the distance of the CTB-labeled five longest axons from the lesion site *(E)* and the number of regenerated axons at 400 and 800 μm from the lesion site are shown *(F)*. (n = 5 mice /condition, one-way-ANOVA (*E*), two-way ANOVA (*F*)). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm (B) and 100 μm (D).

Next, we examined whether SERT and GPNMB mediate retinal axon regeneration after ONC in DBA/2J and DBA/2J-*Gpnmb*^+^ mice (Fig 7D). We examined the average of the five longest regenerated axons (Fig 7E) and counted axon number from the lesion site (Fig 7F) two weeks after ONC. We found that AAV2-sh*Slc6a4* virus resulted in robust axon regeneration in DBA/2J-*Gpnmb*^+^ mice, but not DBA/2J mice. However, AAV2-GFP-*Gpnmb* virus significantly induced axon regeneration in DBA/2J mice (Fig 7D–7F). We also examined the effects of GPNMB on dorsal RGC survival and axon regeneration two weeks after ONC following AAV2-GFP-Gpnmb virus infection into the peripheral dorsal retina of DBA2/J mice (S7 Fig). GPNMB also promoted dorsal (DT and DN) RGC survival (S7B and S7C Fig) and axon regeneration (S7D–S7F Fig) compared to control virus. Thus, RGC survival and axon regeneration are promoted by maintaining GPNMB expression after ONC, and SERT-deficient VT RGCs retain GPNMB expression and its functions even after ONC.

## Discussion

Selective neuronal vulnerability is a common pathological feature in many neurodegenerative diseases and after optic nerve injury. Here, we focused on identifying acute neurodegenerative mechanisms based on the early susceptibility of peripheral ventrotemporal (VT) RGCs to degeneration after ONC. We found that neurodegenerative and regeneration-inhibitory signals conveyed from the optic nerve to VT RGCs after ONC are mediated by SERT-integrin β3 molecular axis, which acutely reduces GPNMB expression. Taken together, our study identifies a novel molecular mechanism mediating the region-specific neuronal vulnerability of RGCs to acute injury.

Peripheral VT RGCs possess anatomically and molecularly distinct features compared to RGCs in other regions of the mouse retina [21]. In mouse, the peripheral VT retina includes RGCs projecting ipsilaterally, which comprise <5% of all RGCs, while the remainder of the RGCs project contralaterally. In humans, the temporal retina possesses ipsilateral RGCs which constitute 45% of all RGCs. Our results revealed that the peripheral VT RGCs, especially ipsilaterally-projecting RGCs, are more vulnerable to degeneration than RGCs in other regions. It has been reported that SERT is expressed in ipsilateral RGC axons during development and at postnatal stages [26–28]. We found that SERT expression is barely detected in intact adult VT axons, but elevated SERT expression on VT axons is observed after ONC. In vivo analysis using *Slc6a4*^*-/-*^ mice has shown that SERT mediates RGC vulnerability and axon regeneration in the VT retina. Several studies have shown that local translation of specific molecules on axons after nerve injury and in neurodegenerative diseases leads to regulation of neuronal survival/death and axon regeneration [60,61]. Thus, SERT expression on axons after optic nerve injury could be regulated by the local translation machinery.

Intriguingly, integrin β3, a molecule mediating SERT-induced functions in other systems [33,34], is also upregulated in RGCs and on retinal axons after ONC. RNA-seq analyses in zebrafish RGCs show elevated expression of *itgb3* (especially, *itgb3b*) in the injured RGCs after optic nerve injury when compared to intact RGCs [62]. However, RNA-seq analyses in the mouse retina or RGCs failed to show the elevated expression of *itgb3* after injury [16,63], while we found that integrin β3 protein expression is elevated in injured RGCs and axons (Fig 4). It could be possible that surface expression of integrin β3 protein may be elevated in RGCs and their axons in response to injury-induced molecules and ligands since surface expression of integrin family members is altered in the presence of their ligands [64–66]. Since these observations are still unclear, further studies are needed to determine the mechanisms. We also found that loss of integrin β3 led to VT RGC survival and axon regeneration as observed in *Slc6a4*^*-/-*^ mice. It is intriguing that integrin β3 effects seem to be specific to VT RGCs. It is known that activated integrin β3 enhances SERT-dependent platelet functions [33]. Thus, integrin β3 may serve as a mediator in enhancing SERT-induced functions, but not as a determinant in executing RGC death after optic nerve injury.

SERT normally controls the concentration of extracellular free 5-HT at the presynaptic terminal to regulate SERT-dependent activity, which then modulates serotonergic neurotransmission and affects not only visual and but also other neuronal circuit formation during development and postnatal stages [27,29,32,67,68]. Several reports have shown that serotonin positively and negatively regulates axon regeneration and mediates neuronal survival depending on expression and location of its receptors, downstream signaling pathways and/or animal/injury models [69–73]. The evidence implies that enhanced retinal axon regeneration and neuroprotection in the *Slc6a4*^*-/-*^ VT retina after ONC could be triggered by (i) reduced serotonin reuptake and/or (ii) binding of excess extracellular free 5HT to serotonin receptors expressed in VT RGCs. The dose (10mg/kg, IP, daily) of fluoxetine was utilized in this study since it has been reported to show robust effects on stress-related behavior [74], several motor behaviors [75] and retinal axon formation from RGCs to the superior colliculus [28,76]. However, we found that fluoxetine, a serotonin reuptake inhibitor had no neuroprotective and regenerative effects in the VT retina after ONC while *Slc6a4*^*-/-*^ mice showed these effects (Figs 3 and 5). Intriguingly, we also found that daily treatments of fluoxetine one day before and for five days after ONC reduced the number of microglia/macrophages at the lesion site compared to control, saline, while *Slc6a4*^*-/-*^ and WT mice displayed a similar number of microglia/macrophages at the lesion site (S3 Fig). In fact, such inhibitory effects of fluoxetine have been previously reported in microglial cultures [77] and after ischemia [78] and brain injury [79] in vivo. Thus, whether SERT mediates RGC neuroprotection and axon regeneration through serotonin-dependent or independent mechanisms is not conclusive yet since fluoxetine affects the whole retinal environment.

How does SERT mediate degenerative and regeneration-inhibitory signals? A precedent has shown that SERT binds to platelet-derived growth factor receptor (PDGFR), mediates phosphorylation of PDGFR and serves as a modulator that facilitates transmission of signals from PDGFR to its associated signaling molecules upon the presence of its ligand, PDGF [80]. This functional model could also be applied to the mechanisms of SERT-integrin β3-induced functions since (i) loss of SERT led to decreased numbers of phosphorylated integrin β3^+^ VT RGCs, (ii) loss of SERT and integrin β3 led to VT RGC protection and axon regeneration, (iii) a downstream molecule, GPNMB is normally downregulated in WT VT RGCs after ONC, but not in *Itgb3*^*-/-*^ or *Slc6a4*^*-/-*^ RGCs, and (iv) GPNMB promotes neuroprotection and axon regeneration in the VT retina as observed in *Itgb3*^*-/-*^ or *Slc6a4*^*-/-*^ VT RGCs. Taken together, SERT and integrin β3 could play a critical role in mediating degenerative and regenerative-inhibitory signal transduction after ONC. Further studies are needed to identify ligands mediating downstream signals via integrin β3-SERT after ONC, leading to development of new therapeutic strategies after ocular trauma.

It remains an open question as to how the SERT-integrin β3-GPNMB molecular axis mediates axon regeneration and neuroprotection. Our RNA-seq data could provide clues to this process. For instance, *Dynlt1b* (also known as Tctex-1), which was upregulated in the *Slc6a4*^*-/-*^ VT retina, has been reported to enhance axon outgrowth by modulating Rho signaling pathways and actin/microtubule dynamics [81,82]. 

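*Dynlt1b* (ENSMUSG00000096255) lies on the plus strand of chromosome 17 of GRCm38 from 6430112 to 6436296, among near-identical copies, so its count can include reads of the other copies. It had 319.8 ± 10.6 scaled counts (SD, n = 3) in WT and 665.2 ± 136.7 (SD, n = 3) in *Slc6a4*-/- VT retina, without overlap (exact two-sided permutation test, p = 0.1). The log2 fold change was 1.03 (standard error 0.16, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment), and it ranged from 0.88 to 1.18 with each sample left out in turn. The adjusted p from limma ranged from 0.022 to 0.14 over 15 fits, and the fits in which the gene did not pass an FDR of 0.05 include those without WT sample 2 or 3 or *Slc6a4*-/- sample 2, after centring each sample on the table median and with voom weights. The copy *Dynlt1c* (6601671 to 6609774) had a smaller rise, from 520.1 ± 39.9 to 645.3 ± 68.5 scaled counts, a log2 fold change of 0.31 (adjusted p = 0.089 from limma). *Tmem181a* (6256860 to 6308314), which lies close to *Dynlt1b*, rose from 2310 ± 102 to 3007 ± 112 scaled counts, a log2 fold change of 0.38 (adjusted p = 0.062 from limma). *Dynlt1c* and *Tmem181a* were singled out after their values were seen. Because these neighbouring genes all rose, a DNA difference between the mouse lines at this place cannot be told apart from an effect of SERT loss.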

*Nell1* and *Srp54*, which were downregulated in the *Slc6a4*^*-/-*^ VT retina, are involved in cell death in a variety of cellular contexts [47,48]. Moreover, other potential downstream candidates could be factors functioning as RGC death mediators and/or axon regeneration repressors after ONC such as *Chac1* [38], *JunD* [39], *Socs3* [40] and *Rab3c* [41] that were downregulated in the VT retina of *Slc6a4*^*-/-*^ mice compared to WT mice (S1 Table). Thus, some or all of these molecules could regulate axon regeneration and/or neuroprotection after injury as downstream components of the SERT-mediated molecular axis.

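*Pmel* (ENSMUSG00000025359, chromosome 10 of GRCm38, 128704195 to 128720238, plus strand) had scaled counts of 433.0, 264.4 and 148.9 in WT samples 1 to 3 and of 613.0, 579.4 and 440.0 in *Slc6a4*-/- samples 1 to 3. The lowest *Slc6a4*-/- value was just above the highest WT value (exact two-sided permutation test, p = 0.1). The means were 282.1 ± 142.9 (SD, n = 3) and 544.1 ± 91.7 (SD, n = 3), and the log2 fold change was 1.06 (standard error 0.38, adjusted p = 0.087 from limma with Benjamini-Hochberg adjustment). It ranged from 0.67 without WT sample 3 to 1.44 without WT sample 1, where the adjusted p from limma was 0.048, the lowest of 15 fits, of which the highest was 0.19. Of 20 listed pigment cell genes the table holds 11, *Pmel* included, and all 11 were higher in *Slc6a4*-/-, with log2 fold changes between 0.46 and 1.33, also without library scaling and with each sample centred on the table median. Their mean log2(scaled count + 1) was 7.54 ± 0.65 (SD, n = 3) in WT and 8.40 ± 0.29 (SD, n = 3) in *Slc6a4*-/-, with overlapping groups (exact two-sided permutation test, p = 0.2). The difference between these means was 0.85, and it ranged from 0.51 without WT sample 3 to 1.15 without WT sample 1. The list was written after reading S1 Table, which gives the direction of each selected gene. The shared direction of the 11 genes is therefore not independent evidence.

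**Figure D3:**
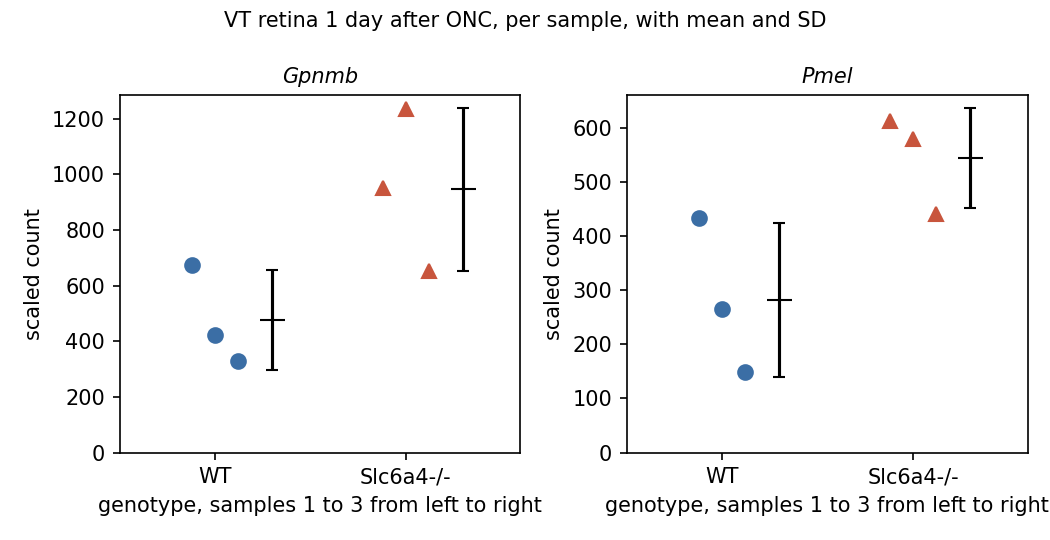
Scaled counts of *Gpnmb* (left) and *Pmel* (right) on the y axes for the 3 WT samples (circles) and the 3 *Slc6a4*-/- samples (triangles), in the order of samples 1 to 3, with the mean and SD of each group as black bars. For both genes WT sample 1 is the highest WT sample and *Slc6a4*-/- sample 3 the lowest *Slc6a4*-/- sample, and these overlap for *Gpnmb* but not for *Pmel*.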

Our RNA-seq data show that *Pmel* is upregulated in *Slc6a4*^*-/-*^ VT retina compared to WT VT retina after optic nerve injury. PMEL (encoded by *Pmel*) is normally expressed in the pigment cells such as the RPE, and the melanosomes in *Pmel*^−/−^ RPE showed abnormal melanin aggregates and poorly preserved membranes, suggesting PMEL maintains normal pigment production in the RPE [83]. Intriguingly, melanin synthesis in the RPE coincides with neurogenesis of RGCs during development, and disruption of pigmentation in the RPE leads to delayed neurogenesis of ipsilateral RGCs in the VT retina [84]. Moreover, the pigmented and albino RPE differentially express signaling molecules such as Wnt2b, which regulates ipsilateral RGC production [85]. Thus, elevated expression of PMEL in the RPE of *Slc6a4*^*-/-*^ VT retina after optic nerve injury could facilitate pigment production and maintain RPE integrity, resulting in altered expression of signaling molecules that may affect neuroprotection and axon regeneration via specific molecular interactions between the RPE and VT RGCs.

The magnitude of RGC vulnerability after optic nerve injury and in ocular diseases varies depending on the RGC subtypes [10–14,16]. A resistant RGC subtype, αRGC is expressed evenly in all retinal regions (S1 Fig). However, intrinsically photosensitive retinal ganglion cells (ipRGCs) are a rare subpopulation of RGCs (<5% of all RGCs, 1600–1700 cells in the entire retina) and resistant to optic nerve injury [13]. ipRGCs (M1 and M2 cells) are sparsely located in the entire retina, but the larger number of ipRGCs is located in the dorsal retina compared to the ventral retina, while there are no differences of the number between the temporal and nasal retina [86]. Thus, more enriched distribution of vulnerable or resistant RGC subtypes such as ipRGCs in the specific regions could also contribute to the differential RGC vulnerability after injury.

Our RNA-seq data also have shown that expression levels of several RGC subtype-specific markers are altered in the VT retina of *Slc6a4*^*-/-*^ mice after ONC compared to WT retina such as *Col25a1* (1.16-fold increase) a marker of D- and V-ooDSGCs [87] and *Ebf3* (1.17-fold decrease), a marker of F-RGCs [16]. Moreover, genes expressed in susceptible RGC subtypes [16] such as *Tac1* (1.38-fold increase), *Crhbp* (1.96-fold increase) and *Gabra2* (1.95-fold increase) are also affected in the VT retina of *Slc6a4*^*-/-*^ mice after ONC (S1 Table). Thus, these additional data show that loss of SERT in the VT retina protects RGCs from injury.

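*Col25a1* (ENSMUSG00000058897, chromosome 3 of GRCm38, 130131501 to 130599877) had 769.3 ± 39.1 scaled counts (SD, n = 3) in WT and 893.5 ± 88.0 (SD, n = 3) in *Slc6a4*-/- VT retina, a 1.16-fold difference. WT sample 3 exceeded *Slc6a4*-/- sample 1 (exact two-sided permutation test, p = 0.2), and the log2 fold change was 0.21 (standard error 0.10, adjusted p = 0.1 from limma with Benjamini-Hochberg adjustment). This change depended on the scaling. It was 0.06 with each sample centred on the table median (adjusted p = 0.75 from limma) and 0.43 without library scaling. *Ebf3* (ENSMUSG00000010476, chromosome 7, 137193673 to 137314445) had 763.7 ± 69.5 scaled counts in WT and 654.1 ± 18.0 in *Slc6a4*-/-, without overlap. Its log2 fold change was -0.22 (standard error 0.10, adjusted p = 0.096 from limma with the same adjustment).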

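*Gabra2* (ENSMUSG00000000560, chromosome 5 of GRCm38, 70957597 to 71095849) had 561.3 ± 35.4 scaled counts (SD, n = 3) in WT and 1093 ± 14.2 (SD, n = 3) in *Slc6a4*-/- VT retina. Its log2 fold change was 0.96 (standard error 0.08, adjusted p = 0.0031 from limma with Benjamini-Hochberg adjustment) and stayed between 0.91 and 1.00 with each sample left out. With each sample centred on the table median its adjusted p from limma was 0.062, the highest of 15 fits, of which the lowest was 0.0028. The genotypes are separate mouse lines, so a difference between the lines at *Gabra2* cannot be told apart from an effect of SERT loss. *Tac1* (chromosome 6, 7554879 to 7565834) had 343.7 ± 52.5 scaled counts in WT and 472.7 ± 74.6 in *Slc6a4*-/-, a log2 fold change of 0.46 (standard error 0.17, adjusted p = 0.089 from limma). *Crhbp* (chromosome 13, 95431371 to 95444924) had scaled counts of 1021, 614.3 and 209.5 in WT samples 1 to 3 and of 1462, 1034 and 1131 in *Slc6a4*-/- samples 1 to 3. Its log2 fold change was 1.23 (standard error 0.55, adjusted p = 0.096 from limma), and it ranged from 0.59 without WT sample 3 to 1.73 without WT sample 1. For all 3 genes the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible).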

Glaucoma is a devastating neurodegenerative disease that affects ~64 million people. Intriguingly, DBA/2J mice, one of the major animal models used to study glaucoma, retain genetic mutations in the *Gpnmb* gene, while DBA/2J-*Gpnmb*^+^ mice display no glaucomatous phenotypes such as IOP elevation and RGC death [88]. Loss of *Gpnmb* leads to iris pigment dispersion, thereby resulting in elevated IOP [58,88,89]. Our results demonstrate that expression of GPNMB in RGCs is also neuroprotective after ONC. Thus, maintaining GPNMB expression in glaucomatous RGCs could halt RGC death and optic nerve degeneration, and GPNMB could be a common therapeutic target enhancing neuroprotection and axon regeneration in neurodegenerative diseases and after nerve injury.

## Materials and methods

### Ethics statement

All animal experiments were performed according to the regulatory guidelines of the University of Pittsburgh School of Medicine Institutional Animal Care and Use Committee (IACUC; protocol number 18032315, 21039031).

### Animals

Animals used are described as follows: C57BL/6J mice (referred to as WT, Jackson Laboratory, 000664, RRID:IMSR_JAX:000664), *Slc6a4*^*-/-*^ mice (Jackson Laboratory, 008355, RRID:IMSR_JAX:008355), *Itgb3*^*flox/flox*^ mice (Jackson Laboratory, 028232, RRID:IMSR_JAX:028232), B6.FVB(Cg)-Tg(Slc6a4-cre)ET33Gsat/Mmucd (referred to as *Slc6a4*::*Cre*, RRID:MMRRC 031028-UCD to which they were donated by Dr. Nathaniel Heintz), B6.Cg-Gt(ROSA)26Sor^tm6(CAG-ZsGreen1)Hze^/J mice (referred to as *R26R*^*ZsGreen*^, Jackson Laboratory, 007906, RRID:IMSR_JAX:007906), DBA/2J mice (Jackson Laboratory, 000671, RRID:IMSR_JAX:000671) and DBA/2J-*Gpnmb*^+^/sjJ mice (referred to as DBA/2J-*Gpnmb*^+^, Jackson Laboratory, 007048, RRID:IMSR_JAX:007048) were purchased and used for experiments. In particular, *Slc6a4*::*Cre;Itgb3*^*flox/flox*^ mice and *Slc6a4*::*Cre;Itgb3*^*+/+*^ mice as control were generated by intercrossing *Slc6a4*::*Cre;Itgb3*^*flox/+*^ mice. *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice were generated by crossing *Slc6a4*::*Cre* mice with *R26R*^*ZsGreen*^ mice. All mice were housed in a pathogen-free barrier facility. Mice were maintained in a 12 h light/dark cycle with access to standard laboratory chow and water *ad libitum*. Both sexes were used for all experiments.

### Optic nerve crush

8-10-week-old animals were anesthetized with ketamine/xylazine. To expose the optic nerve, the dural sheath surrounding the optic nerve in the left eye was carefully incised. The optic nerve in the left eye was then crushed using #5 Dumont forceps, applying pressure for 5s ~1 mm behind the optic disc. The right eye was intact (uninjured) retina. Following various time points after optic nerve crush, animals were humanely euthanized, perfused with 4% paraformaldehyde (PFA) following PBS, and the head was cut and post-fixed in 4% PFA overnight at 4°C and washed with PBS for further analysis. For analysis of effects of fluoxetine, fluoxetine hydrochloride was purchased from Sigma-Aldrich (#1279804), prepared fresh daily and given by intraperitoneal injection (10mg/kg) one day before ONC and daily after ONC for two weeks as previously utilized for analysis of retinal axon projection [28,76]. Time points for RGC survival/death and axon regeneration analysis are indicated in each figure legend and described in the main text.

### Intravitreal injection

For intravitreal injection of all materials described below, glass micropipettes made by a micropipette puller was used. For axon regeneration assay, 2 μl of 2 μg/μl of Alexa Fluor 555 conjugated cholera toxin β subunit (CTB) (ThermoFisher, C22843) were injected into the central retina 2 days before euthanasia. 1 μl of AAV2-CMV-GFP-*Cre* virus (1x10^13 GC/ml, VECTOR BIOLABS, 7016), AAV2-CMV-GFP-sh*Slc6a4* virus (target sequences: GCCCTCTGTTTCTCCTGTTCA) [90] (1x10^13 GC/ml, VIROVEK, custom-made), AAV2-CMV-GFP-shControl virus (control sequences: GTCTGTTTCCCTCGCTACTCT) (1x10^13 GC/ml, VIROVEK, custom-made), AAV2-CMV-mouse *Gpnmb*-IRES-eGFP (2.2x10^12 GC/ml, VECTOR BIOLABS, 260538) was slowly intravitreally injected into the peripheral ventral or dorsal retina of 6-week-old WT or transgenic mice.

### Immunohistochemistry

For whole mount immunofluorescent staining of the injured and intact retina, after removal of the cornea, lens and retinal pigment epithelium, the ventral retina was cut with microscissors, creating a small incision as a marker for orienting the retina. The injured and intact retina were dissected out from the left and right retina, respectively and incubated in different tubes for 1 hour at 4°C in PBS containing 0.4% Triton X-100 (PBST). Each retina was incubated with primary antibodies in PBST overnight at 4°C and washed with PBST three times. The retina was incubated with secondary antibodies in PBST overnight at 4°C and washed with PBST three times. The dorsal, nasal and temporal regions in the intact and injured retina were also cut with micro scalpels on the microscope slide and mounted with Fluoro-Gel mounting medium (Electron Microscopy Sciences, 17985–11). For cryosectioning, the retina or optic nerve was incubated in 30% sucrose PBS for 48 h at 4°C, and then embedded with Tissue-Tek O.C.T. and 14 μm retinal or optic nerve cryosections were prepared and immunostained described above. For immunostaining with integrin β3 and SERT (Millipore, AB9726) antibodies, PBS was used instead of PBST during the immunostaining process and sections were incubated with the primary antibodies overnight at room temperature and with the secondary antibodies for 4 hours at room temperature. We also tested goat SERT (1:500, Abcam, ab130130) antibody in *Slc6a4*::*Cre;R26R*^*ZsGreen*^ and WT mice, and the immunoreactivity was somehow diminished in WT, but not *Slc6a4*::*Cre;R26R*^*ZsGreen*^ mice so that we decided that the antibody was not appropriate in this study. For immunostaining with GPNMB antibody in the whole mount retina, PBS containing 0.04% Triton X-100 was used. For immunostaining with phosphorylated-integrin β3 Antibody (pY759.7A) in the whole mount retina, the retina was incubated in cold methanol for 10 mins, and PBS was used for washing and during further immunostaining processes. Immunolabeling was performed with the following primary antibodies: mouse βIII-tubulin (2G10, 1:500, Lifetechnology, MA1118, RRID:AB_309804), guinea pig RBPMS (1:500, Millipore, ABN1376, RRID:AB_2687403), chick GFP (1:600, Abcam, ab13970, RRID:AB_300798), goat osteopontin (OPN) (1:200, R&D Systems, AF-808, RRID:AB_2194992), rabbit SERT (1:1000, Millipore, AB9726, RRID:AB_612176), mouse phosphorylated-integrin β3 (pY759.7A) (1:200, SantaCruz, sc-136458, RRID:AB_10650118), mouse integrin β3 (1:200, ThermoFisher, 16-0611-82, RRID:AB_468984), rabbit neurofilament L (1:500, Millipore, AB9568, RRID:AB_11213875), goat GPNMB (1:300, R&D system, AF2330, RRID:AB_2112934) and mouse Iba1(1:200, Millipore, MABN92, RRID:AB_10917271). Secondary antibodies were used at 1:500 and purchased from Lifetechnology: donkey anti-Rabbit IgG 647 (A-31573, RRID:AB_2536183), goat anti-Mouse IgG 488 (A-11001, RRID:AB_2534069), goat anti-Rabbit IgG 594 (A-11037, RRID:AB_2534095), donkey anti-Mouse IgG 647 (A-31571, RRID:AB_162542), goat anti-Guinea Pig IgG 647 (A21450, RRID:AB_141882), goat anti-Guinea Pig IgG 488 (A-11073, RRID:AB_2534117), donkey anti-Goat IgG 488 (A-11055, RRID:AB_2534102), goat anti-Chick IgG 488 (A11039, RRID:AB_142924), donkey anti-Mouse IgG 594 (A21203, RRID:AB_141633). DAPI was used at 1:500 and purchased from ThermoFisher (D1306, RRID:AB_2629482). ZsGreen^+^ VT RGCs and axons were detected with intrinsic fluorescence of ZsGreen protein without the antibody.

### Imaging

Whole optic nerve labeled with CTB, or whole retina or cryosections after immunostaining were imaged on Olympus Fluoview 1000 laser scanning microscope with Fluoview software, a 20× objective lens (PlanSApo, NA = 0.85), a 40× objective lens (UPlanFL N NA = 1.3) or a 60x objective lens (PlanApo NA = 1.42).

### Clearing optic nerve

Tissue clearing reagents based on the combinations of previously described clearing methods, *Clear*^*T*^ [37] and Sca*l*eS [36] were prepared. *Clear*^*T*^/Sca*l*eS clearing solutions are composed of formamide (Fisher scientific, F84-1), methyl-β-cyclodextrin (Fisher scientific, 50-144-1446), γ-cyclodextrin (Fisher scientific, AC229905000), D-(-) Sorbitol (Fisher scientific, 50-489-009), and Triton X-100 (Sigma-Aldrich, X100). Stock solution I (10 mM methyl-β-cyclodextrin and 10 mM γ-cyclodextrin in ddH_2_O) and stock solution II (20% D-(-) Sorbitol and 0.2% Triton X-100 in ddH_2_O) were prepared and stored at room temperature. Fixed CTB 555-labeled optic nerve was incubated in the 1.5ml tube containing 50 μl of the stock solution I, 250 μl of the stock solution II and 200 μl of PBS at room temperature overnight. The optic nerve was then incubated in the tube containing 200 μl of formamide and 300 μl of PBS at room temperature for two hours, and in the tube containing 200 μl of formamide and 300 μl of ddH_2_O at room temperature for two hours. Finally, the optic nerve was incubated in 500 μl of formamide for 30 mins—one hour at 42°C, and mounted on the microscope slide with the cover glass and ~100 μl of formamide. 1 hour after mounting, CTB-labeled regenerated retinal axons were imaged on the confocal microscope with a 20x objective lens and the whole optic nerve imaging was taken in ~80 images, 2 μm steps. Each image was stitched and the whole optic nerve image was acquired.

### Quantification

RGC survival analysis in the whole mount retina was performed by counting the number of βIII-tubulin^+^ or RBPMS^+^ RGCs in a 400 μm x 600 μm area in four quadrants, ventrotemporal (VT), ventronasal (VN), dorsotemporal (DT) and dorsonasal (DN) of the peripheral retina, the closest region to the peripheral edge as described in Fig 1A or in the middle VT retina, the region in between the peripheral edge of the VT retina and the optic disc as described in Fig 1D. After counting the number of RGCs in each corresponding region of the injured retina from the left eye and intact contralateral retina from the right eye in the same animal, RGC survival rate in each region (%) each animal was calculated by dividing the RGC number in the injured retina by the number in the intact retina.

Osteopontin^+^ (OPN^+^) RGCs (%) shown in S1 Fig in the whole mount retina was calculated by dividing the OPN^+^/βIII-tubulin^+^ number by the βIII-tubulin^+^ number in a 400 μm x 600 μm area of each quadrant of the intact naïve peripheral retina each animal.

For quantification of *Slc6a4-Cre*-derived ZsGreen expression in intraretinal axons in the VT retina, the pixel intensity of ZsGreen^+^ axons in a 400 μm x 400 μm area in the VT retina adjacent to the optic disc as shown in Fig 2G, was measured with ImageJ software. For analysis of endogenous SERT protein expression on VT axons, 30 μm cryosections were prepared. The pixel intensity of SERT in 200 μm long optic nerve bundles adjacent to the optic disc as shown in Fig 2I, was measured with ImageJ software. Fold change of SERT expression in retinal axons after injury was obtained by dividing the pixel intensity in the injured VT axons by that in the intact VT axons from the same animal.

For integrin β3 expression in the retinal and/or optic nerve cryosections, 14 μm retinal or optic nerve cryosections were prepared and immunostained with anti-integrin β3 antibody and the secondary antibody and images of injured and intact retina and/or optic nerve were taken with the same setting of the inverted confocal microscope. For quantification of integrin β3 expression in the injured or intact optic nerve cryosections, the pixel intensity of integrin β3^+^ optic nerve in a 200 μm-optic nerve column adjacent to the lesion site in injured optic nerve or at the same location in the intact optic nerve was measured with ImageJ software. Fold change of integrin β3 expression in the optic nerve after injury was obtained by dividing the pixel intensity in the injured optic nerve by that in the intact nerve from the same animal. The analysis was performed on two non-consecutive cryosections per animal and the average of fold change was obtained per animal. For counting integrin β3^+^ RGCs in the VT retina, RBPMS^+^ RGCs showing bright integrin β3^+^ fluorescent signal intensity were counted after evaluating the threshold level compared to the background. The analysis of integrin β3^+^ RGCs was performed on two non-consecutive cryosections per animal and the average of the number of those RGCs was obtained per animal. Phosphorylated-integrin β3^+^ cells in the RGC layer of the whole mount retina were counted in a 200 μm x 200 μm area in the VT intact or injured retina of WT and *Slc6a4*^*-/-*^ mice after evaluating the threshold level compared to the background, and the total number of phosphorylated-integrin β3^+^ cells was obtained per animal.

GPNMB^+^ cells in the whole mount retina were counted in a 300 μm x 300 μm area in the VT or DN intact or injured retina and GPNMB^+^ cell detection rate two days after ONC (%) was calculated by dividing the GPNMB^+^ cell number in the injured retina by the number in the intact retina.

Area where activated Iba1^+^ microglia/macrophages accumulated in the optic nerve five days after ONC was measured by Fiji and normalized to WT mice treated with PBS.

For quantification of regenerative capacity in mutants and WT mice, merged stack of ~80 images of CTB-labeled regenerated axons in the optic nerve was prepared with Fiji software. For quantification of the average length of the five longest regenerated axons, the distance of the five longest axons from the lesion site was measured with ImageJ and the average of the longest axons was obtained each animal. In case of some long-regenerated axons turning back to the retinal side, the distance between the lesion site and the turning site was measured. For counting axon number from the lesion site, a line transecting the merged stack image at 400, 800 or 1200 μm from the lesion site was drawn, and the number of the CTB-labeled axons crossing the transection line was counted per animal.

### TUNEL

RGC death two and three days after ONC was confirmed with the TUNEL assay on 14 μm cryosections from snap-frozen eyeballs. Fluorescein *In situ* Cell Death Detection kit (Millipore, S7110) was utilized according to the manufacture’s protocol. Four sections including VT and DT regions per mouse were used, and TUNEL^+^ cells in the RGC layer within 300 μm from the peripheral edge of VT and DT retina were counted. The average of TUNEL^+^ cells in the RGC layer per section was assessed and evaluated depending on locations and time postinjury.

### Quantitative RT-PCR

The whole injured and intact retina were dissected out in cold RNase-free PBS. The peripheral VT region of the injured and intact retina in Fig 7A was cut with micro scalpels, and collected into the 1.5 ml tube. For total RNA preparation, cells were lysed, and RNA was isolated using TRIzol (ThermoFisher, 12183555), chloroform (Fisher scientific, C298-500) and 2-propanol (Fisher scientific, A416-500). RNA (200 ng) was reverse-transcribed to cDNA. cDNA synthesis was performed using the High-Capacity RNA-to-cDNA Kit (ThermoFisher, 4387406). Quantitative PCR was performed in duplicate using iTaq Universal SYBR Green (BioRad, 1725121) and the CFX384 Touch Real-Time PCR Detection System (BioRad). Results are presented as linearized Ct values normalized to *Gapdh* gene. The results of qRT-PCR in the injured retina were normalized to the mean value of the intact retina for each experiment, and experiments were repeated three times with specific primers described in PrimerBank: *Slc6a4* (ID: 7110639a1, Forward: 5’-TATCCAATGGGTACTCCGCAG-3’, Reverse: 5’-CCGTTCCCCTTGGTGAATCT-3’) and *Gapdh* (ID: 6679937a1, Forward 5’-AGGTCGGTGTGAACGGATTTG-3’, Reverse: 5’- TGTAGACCATGTAGTTGAGGTCA- 3’).

### RNA sequencing

One day after optic nerve crush in three WT mice and three *Slc6a4*^*-/-*^ mutants, three peripheral VT retinae from WT mice or *Slc6a4*^*-/-*^ mutants were pooled in the same tube after dissection, and total RNA was extracted. This sample preparation was conducted in triplicates for both WT and *Slc6a4*^*-/-*^ mutants. RNA was isolated using TRIzol RNA isolation reagent (ThermoFisher) and RNA quality was verified by the University of Pittsburgh Health Genomics Core using Agilent Tapestation RNA and Qubit Fluorometric Quantification. RNA samples with the RNA integrity number of (RIN) >7 were utilized. Briefly, cDNA was synthesized with SuperScript IV and strands underwent Adenylation of 3’ ends followed by adapter ligation and library amplification with indexing. Library preparation was conducted with TruSeq Total RNA library kit (Illumina) using at least 1 μg of total RNA following the manufacture’s instruction. Modifications during the library preparation include rRNA reduced RNA cleaned up was done with AMPureXP beads and library amplified with 13 cycles of PCR and cleaned up with 37μl AMPureXP beads. Libraries were sequenced using NextSeq500 (Illumina) with 75 base paired end reads resulting in 40M reads per sample. FASTQ files were analyzed using CLC Genomics Grid Workbench v20.0. For RNA sequencing analysis, sequenced reads were aligned to the mouse genome (GRCm38). Read counts were generated and differentially expressed genes were obtained using CLC Genomic Workbench v20.0. Transcripts with at least 10 read events in two samples of either WT or *Slc6a4*^*-/-*^ mutants and with a p-value lower than 0.05 were collected so that 701 transcripts out of 25,676 transcripts were utilized for further analysis. For further expression shown in heatmaps and volcano plots and functional analysis, 29 transcripts which show the false discovery rate (FDR) p-value (<0.05) and a fold change higher than 1.5 were selected. Heatmaps and volcano plots were generated using CLC Genomic Workbench v20.0.

### Statistics and reproducibility

Sample sizes were based on past experience with studies in mouse models of retinal axon crush and other CNS diseases where phenotypes are obvious, and this range of the number per experiment can be also found in our previous published paper [35] and other literature [3–9]. All data were analyzed, and graphs were constructed using Image J, Fiji and Microsoft Excel. All error bars represent the standard deviation (SD), and statistical analysis was determined using unpaired two-tailed Student’s t-test, one-way ANOVA or two-way ANOVA followed by the Tukey’s post hoc test, as indicated in the figure legends associated with each figure. A p-value < 0.05 was considered significant. All statistical tests were performed using GraphPad Prism 7. The number of samples or animals used in each experiment was also indicated in each plot in the figure. To ensure the appropriate and fair data analysis, especially RGC counting, T.K. took all images of RGCs in different retinal regions in all experimental mice, and T.K. sent images with only codes (#1, #2, #3.) to R.K., D.A. or S.M. randomly and they checked and counted cells using Fiji, and they provided the total number in each image. T.K. collected all data and performed statistical analysis in each experiment. T.K. then notified engaged scientists of the image information such as regions and mouse lines where they blindly counted cells.

## Supporting information

S1 Fig Distribution of αRGCs in the intact peripheral retina. (A) Distribution of osteopontin (OPN)^+^ RGCs in four quadrants of the peripheral intact retina. Osteopontin (OPN)^+^/βIII-tubulin^+^ RGCs are detected in both VT and DN retina. (B) Quantitative analysis of osteopontin (OPN)^+^ RGCs (%) in four quadrants of the intact peripheral retina (n = 4, one-way ANOVA). Data presented as mean ± SD. N.S., not significant; Scale bar represents 20 μm.
(TIF) Click here for additional data file.

S2 Fig Analysis of the number of RGCs in *Slc6a4*^*-/-*^ mice compared to WT mice. Quantification of βIII-tubulin^+^ RGCs in four quadrants of the intact peripheral retina in *Slc6a4*^*-/-*^ and WT mice (n = 5/condition, two-way ANOVA). Data presented as mean ± SD; N.S., not significant.
(TIF) Click here for additional data file.

S3 Fig Fluoxetine shows a reduced number of microglia/macrophages at the lesion site five days after injury. (A-B) Five days after ONC, WT mice treated with fluoxetine show a reduced area of Iba1^+^ activated microglia/macrophages at the lesion site in the optic nerve compared to WT or *Slc6a4*^*-/-*^ mice with saline (n = 4/condition, one-way ANOVA). Data presented as mean ± SD. Scale bar represents 100 μm.
(TIF) Click here for additional data file.

S4 Fig Integrin β3 is not involved in dorsal RGC death after injury. (A) One day after ONC, integrin β3 is upregulated in DN RGCs (arrows). (B) Schema of deletion of *Itgb3* in the dorsal retina of *Itgb3*^*flox/flox*^ mice after intravitreal injection of AAV2-GFP-Cre virus and RBPMS^+^ RGC survival analysis in the peripheral DN WT or *Itgb3* ^*flox/flox*^ + AAV2-GFP-Cre retina two weeks after ONC. (C-D) DN RGCs in WT and *Itgb3* ^*flox/flox*^ + AAV2-GFP-Cre retina are similarly vulnerable to injury (n = 4/condition, two-tailed unpaired t-test). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm.
(JPG) Click here for additional data file.

S5 Fig Altered pathways and genes in the VT retina of *Slc6a4*^*-/-*^ mice compared to WT mice after optic nerve injury. (A) In the VT retina of *Slc6a4*^*-/-*^ compared to WT mice one day after ONC, the significant genes (P < 0.05) which are known to regulate RGC death/survival and axon regeneration after ONC, are listed. (B) Enriched cellular processes and pathways in the VT *Slc6a4*^*-/-*^ retina compared to WT retina one day after ONC are shown. Bars indicate the degree of -log_10_ P value.
(TIF) Click here for additional data file.

S6 Fig GPNMB expression in DBA/2J and DBA/2J-*Gpnmb*^*+*^ mice. GPNMB expression in RGCs are detected in DBA/2J-*Gpnmb*^*+*^ mice, but not DBA/2J mice. Scale bar represents 20 μm.
(TIF) Click here for additional data file.

S7 Fig GPNMB promotes dorsal RGC survival and axon regeneration. (A) Schema of AAV2-Ctr or AAV2-GFP-*Gpnmb* virus infection in the dorsal retina of DBA/2J mice and RBPMS^+^ RGC survival analysis in the peripheral DN and DT retina two weeks after ONC. (B-C) In in DBA/2J mice, peripheral DN and DT RGCs are protective by AAV2-GFP-*Gpnmb* virus compared to AAV2-Ctr virus two weeks after ONC (n = 4–5 mice/condition, two-way ANOVA). (D) CTB-labeled regenerated axons beyond the injury site (*) are observed in DBA/2J mice after infection of AAV2-GFP-*Gpnmb* virus, but not AAV2-Ctr into the dorsal retina. (E-F) Quantitative analysis of axon regeneration in DBA/2J mice having AAV2-Ctr or AAV2-GFP-*Gpnmb* virus in the dorsal retina two weeks after ONC. The average of the distance of the CTB-labeled five longest axons from the lesion site *(E)* and the number of regenerated axons at 400 and 800 μm from the lesion site are shown *(F)*. (n = 4 mice/condition, two-tailed unpaired t-test (*E*), two-way ANOVA (*F*)). Data presented as mean ± SD. N.S., not significant; Scale bars represent 20 μm (B) and 100 μm (D).
(TIF) Click here for additional data file.

S1 Table Genes significantly different in the VT retina between *Slc6a4*^*-/-*^ mutant and WT mice one day after optic nerve injury. Significant genes (P < 0.05) in the VT retina of *Slc6a4*^*-/-*^ compared to WT mice one day after ONC are listed. Gene expression levels in *Slc6a4*^*-/-*^ mutant are shown as Fold change of their expression over that in WT. Genes (in red) have been identified as genes differentially expressed in specific RGC subtypes after optic nerve injury [16].
(DOCX) Click here for additional data file.

S1 Data Original Data sheets. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

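RNA-seq was done on the peripheral VT retina of WT and *Slc6a4*-/- mice 1 day after ONC, with 3 samples per genotype and the retinae of 3 mice pooled in each sample. All 6 samples were assigned by their labels and the paper, and every sample column of the table was used, so that 0 columns of per-sample values were left out. The authors made total RNA libraries with reduced ribosomal RNA, sequenced paired reads, aligned them to GRCm38 and counted reads per gene in the CLC Genomics workbench. The authors' deposited table gives raw whole-number counts per gene and sample, without normalization, for the 701 genes they selected. It writes counts of 1000 or more with a comma as digit separator, which was removed before use, and its 25 blank lines were skipped. For each gene the authors also deposited the mean RPKM of the genotype with the higher mean. The authors' model gives a fold change, a log2 fold change, a p-value, an FDR p-value and a Bonferroni p-value per gene in the deposited table, with larger values rounded to 2 decimals. These values of the authors are printed only where they are named as such.

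The table holds only genes with a p-value below 0.05 in the authors' own comparison of these samples. The whole library totals were not used here, and the sums over the 701 genes, from 1051620 to 1427001 counts, are not the depth. Scaling factors per library were therefore recovered by a least-squares fit to the fold changes in the authors' deposited table, over the 464 genes with at least 100 counts in every library. The median absolute residual of that fit was 0.0028 on the log2 scale, and the largest was 0.0092. On simulated data with known scaling, the largest error of a recovered factor was 0.0056 on the log2 scale over 500 genes. Because the factors come from the authors' fold changes, the fold changes computed here are not independent of theirs. Read pairs per library were estimated from the RPKM values in the deposited table and the exon lengths of GENCODE release M21. Of 168 genes higher in WT with an RPKM over 2, 83 lay within 1% of 77.9 M reads (39.0 M pairs), and of 168 genes higher in *Slc6a4*-/-, 59 lay within 1% of 88.4 M reads (44.2 M pairs). At this depth counting error is small for most genes, and the spread between the pools limits the precision. A gene at 0 reads was treated as having up to 3 reads, and a fold change against such values is given as a lower bound.

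Positions come from GENCODE M21 on GRCm38, the build the authors used, through the gene identifiers of the table. All 701 identifiers had a position there, and all 701 chromosome names were equal to those of the table.

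The 2 genotypes were compared with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 on log2(scaled count + 1), with genotype as the only term and all 6 samples. The p-values were adjusted by the Benjamini-Hochberg method over the 701 genes. The quasi-likelihood count test planned for raw counts was not run, because the written form of the counts did not pass as whole-number counts in the unit check. With the separators removed all 4206 counts were whole numbers, so that test was possible, and what it would give is not known. The limma test planned for normalized values was used in its place. Since all genes of the table had been selected on the same samples, p-values and adjusted p-values describe these genes and are not a transcriptome-wide FDR. Single values were compared by exact two-sided permutation tests, which cannot go below p = 0.1 with 3 samples against 3. On counts simulated for the 701 genes, with 200 genes changed by known fold changes, limma recovered 193 (96.5%) past an FDR of 0.05 and a 1.5-fold change, and 2 of the 501 unchanged genes passed. That simulation had less spread between samples than many real genes. Each simulated change was also at least 2-fold, whereas the median size of the log2 fold change among the real genes was 0.49. The share recovered is therefore an upper figure and says little about smaller changes.

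Before the data were examined, the tests, the alternatives and the rule for the genes named were fixed. The scaling by recovered factors was not among them and was chosen once the table was seen to hold raw counts of selected genes, in place of the TMM scaling planned for counts. The rule covers the genes the paper names from this experiment, the 29 genes of Fig 6C, the 5 largest rises and the 5 largest falls among genes past both thresholds whose groups did not overlap, and the genes of the lists. Genes named outside the rule are said to have been chosen after their values were seen. The lists were of dorsal retina, ventral retina, pigment cell, gland secretion, interferon response, myeloid and retinal ganglion cell genes. They were written before the counts were seen but after reading S1 Table, which lists the same 701 genes, so that list members in the table do not test those lists independently. The myeloid and gland secretion lists hold only genes of that table. Histone, haemoglobin and glutathione genes were collected after the values were seen. A list's score is the mean log2(scaled count + 1) of its genes in the table.

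The alternatives were a replicate block, leaving out each sample in turn, centring each sample on the table median, limma without trend, a pseudocount of 0.1, filters on low counts and other thresholds. Precision weights (voom), no library scaling, and adjustment over the number of tests implied by the authors' Bonferroni values were added after seeing the data. Correlations between measures were computed on deviations from the genotype means, with exact permutation within genotypes over 36 arrangements and Benjamini-Hochberg adjustment over 7 relations. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest. The genes shared with earlier RGC subtype profiles, the pathway analysis, and the staining, survival and regeneration experiments were not analysed here.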

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

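All tests in this part were chosen after the values were seen, and both lists were written after reading S1 Table, so their genes had already been selected for a difference between the genotypes.

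Genes of the interferon response, which the paper does not discuss, were higher in *Slc6a4*-/- than in WT VT retina. Of 23 listed genes the table holds 20, and all 20 were higher, with log2 fold changes between 0.38 and 2.16, also with each sample centred on the table median and without library scaling. For 18 of the 20 the groups did not overlap, where chance gives 10% before selection. In limma 16 of the 20 had an unadjusted p-value below 0.05. With Benjamini-Hochberg adjustment 15 passed an FDR of 0.05 adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples, and 0 passed it over the 701 genes. The mean log2(scaled count + 1) was 5.55 ± 0.11 (SD, n = 3) in WT and 6.43 ± 0.13 (SD, n = 3) in *Slc6a4*-/-, a difference of 0.88 (exact two-sided permutation test, p = 0.1, the smallest possible). With each sample left out in turn the difference stayed between 0.82 and 0.95. The most abundant of these genes was *Ifit3*, with 320.4 ± 37.6 scaled counts in WT and 470.3 ± 70.1 in *Slc6a4*-/-. More myeloid cells in the dissected tissue may raise these genes. Within genotypes the correlation of the interferon and myeloid scores was r = 0.44 and rho = 0.26 (exact permutation, p = 0.528 and p = 0.778, adjusted p = 0.616 over 7 relations), and r was 0.52 without the 2 samples farthest from the median, so with 6 samples this source and a response of retinal cells cannot be told apart. A difference between the mouse lines, or between housing groups, also stays open and was not tested.

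Myeloid transcripts, which the paper does not discuss among its RNA-seq results, were higher in *Slc6a4*-/- as well. The paper does report staining for Iba1, the product of *Aif1* on this list, with a similar number of microglia and macrophages in *Slc6a4*-/- and WT mice at the lesion site in the optic nerve at a later time (S3 Fig), a tissue and time other than those sequenced. *Aif1* had 15.2 ± 5.07 scaled counts (SD, n = 3) in WT and 30.5 ± 13.1 in *Slc6a4*-/- VT retina, with overlapping groups. The list was drawn only from genes of the table, so that its 15 genes are all there by construction, and S1 Table gives their fold changes. All 15 were higher, with log2 fold changes between 0.54 and 1.91, under both other scalings too. For 8 of the 15 the groups did not overlap, and 5 had an unadjusted p-value below 0.05 in limma, with 0 past an FDR of 0.05 adjusted over the list alone or over the 701 genes. The score was 3.97 ± 0.27 (SD, n = 3) in WT and 5.01 ± 0.54 (SD, n = 3) in *Slc6a4*-/-, a difference of 1.04 (exact two-sided permutation test, p = 0.1), and 0.73 to 1.22 with each sample left out. The genes have few reads, and the most abundant, *Lyz2*, had 138.3 ± 64.7 scaled counts in WT and 232.3 ± 76.6 in *Slc6a4*-/-. Blood left in the tissue could bring such transcripts. The score of *Hbb-bs* and *Hbb-bt*, the haemoglobin genes in the table, was higher in *Slc6a4*-/- by 0.42 with overlapping groups (exact two-sided permutation test, p = 0.3), and by 0.19 to 0.59 with each sample left out. Within genotypes the haemoglobin and myeloid scores had r = -0.45 and rho = -0.54 (exact permutation, p = 0.639 and p = 0.528, adjusted p = 0.639 over 7 relations), and r was 0.34 without the 2 samples farthest from the median. The gap between the scores overlapped between the genotypes, so blood and an influx of cells cannot be told apart with these samples. A stronger inflammatory reaction to ONC in *Slc6a4*-/- mice is a biological explanation that the design leaves untested, and the paper's staining at the lesion site does not point to one there.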

How the results depend on the processing

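*Slc6a4* kept its direction and an adjusted p from limma with Benjamini-Hochberg adjustment of at most 0.012 under every fit that was run. *Gpnmb* was higher in *Slc6a4*-/- in all 15 fits, and its log2 fold change was 1.23 without library scaling, where the adjusted p was 0.048, against a range over all fits of 0.048 to 0.19. That alternative was chosen after seeing the data and leaves depth uncorrected, so its lower adjusted p is no evidence for *Gpnmb*. Without library scaling the median log2 fold change of the table moved up by 0.22, and centring each sample on the table median moved it down by 0.16 (a shift of -0.16).

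The number of genes past an FDR of 0.05 and a 1.5-fold change, 12 as reported, moved most. It was 36 in limma without trend, 5 with each sample centred on the table median, 4 at an FDR of 0.01 and 114 without library scaling. With adjustment over the 18333 tests implied by the authors' Bonferroni values it was 2. The last of these and the fit without library scaling were added after seeing the data, as was voom, with 9 genes. All 12 genes were among those past the thresholds in limma without trend and without library scaling, and 5 of them remained after centring. Of the genes past both thresholds 66.7% were higher in *Slc6a4*-/-, 20.0% after centring and 93.0% without library scaling. The number of genes ranged from 4 to 51 across the 6 fits that each left out 1 sample. It was 51 without WT sample 1, 37 without *Slc6a4*-/- sample 3 and 8 without *Slc6a4*-/- sample 1. It was 5 without WT sample 2 or WT sample 3 and 4 without *Slc6a4*-/- sample 2. The share higher in *Slc6a4*-/- changed as well, with 82.4% without WT sample 1, 20.0% without WT sample 2 and 40.0% without WT sample 3. Without *Slc6a4*-/- samples 1, 2 and 3 in turn it was 50.0%, 25.0% and 27.0%. The number of genes with an unadjusted p-value below 0.05, 377 as reported, ranged from 154 without WT sample 2 to 403 without WT sample 1. The cause of these changes was not tested, apart from the stricter threshold and the larger number of tests, which lower a count by construction.

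With the replicate number as a block the count past both thresholds was 4, all of them among the 12, and 394 genes had an unadjusted p-value below 0.05. The adjusted p from limma with the block was 0.077 for *Wdfy1*, *Dynlt1b*, *Eps8l1* and *Gm3435*, 0.079 for *Cdcp3* and 0.088 for *Prss56*, *Rec8* and *Gsta1*, all of them below 0.05 without it. The samples were not treated as paired by their replicate numbers. The correlation across genes of the deviations from the genotype means was 0.25 for samples numbered 1, -0.16 for samples numbered 2 and 0.08 for samples numbered 3, and the paper gives no batch behind the numbers. The first component of the deviations nevertheless orders the samples from 1 to 3 in WT (0.55, 0.06, -0.61) and in *Slc6a4*-/- (0.36, 0.07, -0.43), as does the pigment cell score, so an order shared between the genotypes is not excluded. The log2 fold changes are those of the fit without the replicate block, for *Gpnmb* 1.01 and for *Slc6a4* -9.97.

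The number of genes higher in *Slc6a4*-/-, the dorsal minus ventral score and the pigment cell score kept their direction in every alternative run for them. The share of genes past both thresholds within 20 Mb of *Slc6a4* was 0 in all alternatives run but the one without library scaling, with 2.7%, so it has no direction to keep. The pigment cell score difference nevertheless ranged from 0.51 without WT sample 3 to 1.15 without WT sample 1, and the dorsal minus ventral difference from 0.85 without WT sample 2 to 1.84 without WT sample 1, and it was 0.20 with the median over each list. A design of 3 samples against 3 cannot pass 0.05 in the tests of the scores, so these say little about stability. Of 39 other genes in 14 alternative fits, the adjusted p of a gene fell to the other side of 0.05 as weaker in 44 cases and as stronger in 23. Only without library scaling did the direction change, for *Rab3c* with a log2 fold change of 0.01 and *Ebf3* with 0.00. That fit leaves the larger depth of the *Slc6a4*-/- libraries uncorrected and moves the table as a whole, so it says nothing about the direction of these genes. With scaling, *Rab3c* stayed between -0.37 and -0.17 and *Ebf3* between -0.38 and -0.16. Both filters on low counts removed no gene, since the table was already filtered, and so show nothing. The count-model alternatives that had been planned for raw counts, TMM scaling, size factors and both count tests, were not run.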

Differences from the paper's values

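The paper reports 701 genes with a p-value below 0.05. In limma, 377 of the same 701 genes had an unadjusted p-value below 0.05, and none of the alternatives set before the data were examined closed the gap, with counts between 154 and 403. The authors' model was run on all their transcripts, and limma here on the 701 genes only.

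The paper reports 29 genes past an FDR of 0.05 and a 1.5-fold change, against 12 here. Of the alternatives set before the data were examined, limma without trend gave 36 genes and the fit without *Slc6a4*-/- sample 3 gave 37, both within 1.5 times of the paper's count. The others gave 4, 5, 8, 12, 13 or 51 genes and did not. A count does not say which genes, and 12 of the 36 and 16 of the 37 were genes of Fig 6C. Of the 18 genes of Fig 6C that did not pass here, 9 passed in at least 1 of those alternatives. *Zfp541* did so in limma without trend and without WT sample 1, and *Pmel*, *Cyp4f15* and *Opn1sw* without WT sample 1. *Nell1*, *Crb1*, *Tnfrsf8*, *H2ac19* and *H4c8* did so without *Slc6a4*-/- sample 3. Another 6, *Gm21541*, *Slfn4*, *Gpnmb*, *Ism2*, *Ptp4a1_1* and *Hist1h2bq*, passed only without library scaling, an alternative chosen after seeing the values that leaves the depth uncorrected. *Aldh1a1*, *Galnt2* and *Col1a1* passed in none of the 15 fits.

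The paper's text names *Chac1*, *Jund*, *Socs3*, *Rab3c* and *Bmp4* as differentially expressed at an unadjusted p-value below 0.05. Here all of them had the directions the paper gives, which is not independent, since the scaling was recovered from the authors' fold changes. In limma *Jund* and *Rab3c* were also below that threshold, with unadjusted p-values of 0.023 and 0.025, and *Bmp4*, *Socs3* and *Chac1* were not, with 0.053, 0.089 and 0.14. In Fig. 6D the y axis is labelled as a p-value on the −log10 scale. In the authors' deposited table *Gpnmb* has a p-value of 5.95 and an FDR p-value of 3.01 on that scale, and its point in the figure lies at the height of the FDR p-value.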

Other observations

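The tests of explanations in this part were chosen after the values had been looked at, so they can argue against an explanation but not establish one. This holds for the principal component, the relations within genotypes and the other list scores too. The dorsal minus ventral score, the pigment cell score and the share of genes near *Slc6a4* had been planned as measures, with lists written after reading S1 Table. The adjusted p-values below cover 7 relations within genotypes, and further relations had been looked at on the way.

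Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many as 12 genes past an FDR of 0.05 and a 1.5-fold change, and 1 gave as many as 377 genes with an unadjusted p-value below 0.05, in both cases the split by genotype. The others gave 0 genes and between 1 and 106 genes. A share of 1 in 10 is the smallest this design can give, and the table had been selected on the split by genotype, so this cannot separate the genotype effect from selection.

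The dissected region differed between samples in its dorsal and ventral markers. None of the dorsal, ventral, pigment cell or retinal ganglion cell genes passed an FDR of 0.05 in limma, either adjusted over the list alone or over the 701 genes, and 1, 2, 3 and 0 of them had an unadjusted p-value below 0.05. Of 9 dorsal genes the table holds 6, all higher in *Slc6a4*-/-, and of 8 ventral genes it holds 3, of which *Vax2* and *Opn1sw* were lower and *Chrdl1* higher, under all 3 scalings. The dorsal score was 8.30 ± 0.59 (SD, n = 3) in WT and 9.04 ± 0.37 in *Slc6a4*-/-, and the ventral score 10.73 ± 0.42 and 10.16 ± 0.30, with overlap in both (exact two-sided permutation test, p = 0.2 for each). The dorsal minus ventral score differed by 1.31 (exact two-sided permutation test, p = 0.2), or by 0.85 without WT sample 2 and 1.84 without WT sample 1. Within genotypes the dorsal and ventral scores moved in opposite directions, with r = -1.0 and rho = -1.0 (exact permutation, p = 0.028 for each, the smallest that 36 arrangements give, adjusted p = 0.194), and r was -1.0 without the 2 samples farthest from the median. This is consistent with pools that differed in how much dorsal retina they held, whatever the genotype, and such a difference may add to that between the genotypes. The most abundant gene, *Opn1sw*, had 5725, 17126 and 12419 scaled counts in WT samples 1 to 3 and 4756, 3606 and 6167 in *Slc6a4*-/- samples 1 to 3. A shift of retinal regional identity in *Slc6a4*-/- mice is a biological alternative that was not tested.

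Many genes higher in *Slc6a4*-/- also varied together between samples of one genotype. Over 564 genes with a mean of at least 50 scaled counts, leaving out the pigment cell list, the first component of the deviations from the genotype means held 52.2% of their variance. WT sample 1 and *Slc6a4*-/- sample 1 lay at one end of it (0.55 and 0.36) and WT sample 3 and *Slc6a4*-/- sample 3 at the other (-0.61 and -0.43). Across genes its loading had a correlation of 0.60 with the log2 fold change, and genes are not independent replicates. Genes high on it include *Slc26a4*, *Penk*, *Cldn2*, *Slc6a13*, *Best2*, *Optc*, *Crhbp* and *Ptgds*, all but *Crhbp* named after their values were seen. The paper names *Crhbp* as a gene expressed in susceptible RGC subtypes. Its correlation with the pigment cell score was r = 0.95. The median correlation with the pigment cell score was 0.67 for the 302 genes higher in *Slc6a4*-/- and -0.24 for the 262 genes lower, a difference of 0.91 (exact permutation within genotypes, p = 0.111). A varying share of pigment epithelium or other tissue around the retina could give this pattern. With 6 samples it cannot be told apart from a shared response that differed between pools. The most abundant gene of the pigment cell list, *Dct*, had 638.1 ± 295.2 scaled counts in WT and 1282 ± 551 in *Slc6a4*-/-.

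The rise of *Gpnmb*, 1.01 on the log2 scale, has 3 sources that the samples leave open. Its deviations from the genotype means had r = 0.81 with the pigment cell score, and r = 0.81 and rho = 0.71 with the dorsal minus ventral score (exact permutation, p = 0.139 and p = 0.222, adjusted p = 0.194), where r was -0.06 without the 2 samples farthest from the median and so rests on those samples. With *Gm26992*, which overlaps *Xist* on the opposite strand, it had r = -0.90 and rho = -0.94 (exact permutation, p = 0.083 for each, adjusted p = 0.194), and r was -0.77 without the 2 farthest samples. Pigment cell content, the dissected region and the sex of the pooled mice may each contribute, and they cannot be told apart from each other or from an effect of SERT loss with 3 pools per genotype. The slope of *Gpnmb* on the pigment cell score within genotypes, 0.79, and the score difference of 0.85 correspond to 0.68 of the 1.01, which leaves 0.33. That slope rests on 6 samples.

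*Kdm6a*, *Eif2s3x* and *Gm26992*, all on the X chromosome and singled out after their values were seen, were lower in *Slc6a4*-/- with overlapping groups. *Gm26992* had scaled counts of 2.2, 22.5 and 48.9 in WT samples 1 to 3 and 0.0, 0.9 and 16.3 in *Slc6a4*-/- samples 1 to 3. The mean of *Kdm6a* and *Eif2s3x* followed *Gm26992* within genotypes with r = 0.89 and rho = 0.89 (exact permutation, p = 0.056 and p = 0.083, adjusted p = 0.194), and r was 0.86 without the 2 farthest samples. The paper states that both sexes were used, without the numbers in each pool, and pools with different numbers of female and male mice may give this order. *Xist* and genes of the Y chromosome were not analysed here, and with 6 samples the question stays open.

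All 4 table genes within 1 Mb of *Srp54b* were lower in *Slc6a4*-/-, namely the 3 *Srp54* copies and *Fam177a*. If reads had only moved between the copies, their sum would stay level. The log2 change of the sum was -0.80, with an SD of at most 0.15 within a genotype, which argues against reads moving between the copies as the whole cause. *Fam177a*, of another gene family, was at 15.1% of its WT mean in *Slc6a4*-/-, with 0 reads in samples 1 and 2 and 45.4% of the WT mean in sample 3. A DNA difference between the mouse lines at this place, not fixed in all mice of the *Slc6a4*-/- pools, may explain both, and it cannot be told apart from an effect of the genotype without the sequence of the mice. The region is on another chromosome than *Slc6a4*.

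DNA flanking the targeted allele could leave differences near *Slc6a4*. Of the 11 genes past both thresholds other than *Slc6a4*, 0 lay within 20 Mb of it, against 25 of the other 689 genes of the table (3.6%, Fisher's exact test, two-sided p = 1.0). With 11 genes an excess is hardly detectable, and the other genes had also been selected for a difference between the genotypes. The test therefore cannot decide, and flanking DNA stays open. Genes within 1 Mb of *Slc6a4* include *Vps53*, *Fam57a* and *Gemin4*, singled out after their values were seen. They were higher in *Slc6a4*-/-, with log2 fold changes of 0.25, 0.46 and 0.98, and the groups overlapped for *Gemin4*. *Slc43a2* and *Sgsm2*, farther away, were lower, both at -0.34. Of the authors' genes past their thresholds, *Slc6a4* left out, 2 of 28 lay within 20 Mb of it, *Slfn4* and *Col1a1* (Fisher's exact test, two-sided p = 0.264). *Slfn4* had 12.2, 9.6 and 25.5 scaled counts in WT samples 1 to 3 and 381.5, 96.4 and 85.6 in *Slc6a4*-/- samples 1 to 3.

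Replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, were lower in *Slc6a4*-/- in 26 of 27 cases under all 3 scalings, with *Hist1h2br* the exception. Their median log2 fold change was -0.59. Their score was 8.88 ± 0.15 (SD, n = 3) in WT and 8.22 ± 0.42 in *Slc6a4*-/- (exact two-sided permutation test, p = 0.1), but *Slc6a4*-/- sample 3, at 8.71, was close to WT sample 3, at 8.73. Of 34 other genes with at most 1000 exonic bases, 9 were lower (26.5%, against 96.3% of the histone genes, Fisher's exact test, two-sided p = 1.27e-08), which argues against gene length alone as the source. Of the 27 histone genes, 17 are that short. The genes are clustered and not independent, so that p-value is too small. Fewer dividing cells and a difference in RNA preparation were not tested.

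Genes of nasal and orbital gland secretions were lower in *Slc6a4*-/-. The list was drawn only from genes of the table, whose fold changes S1 Table gives, so that all 10 are there by construction. All 10 were lower, under all 3 scalings, with log2 fold changes between -2.73 and -1.30. The score was 4.46 ± 0.86 (SD, n = 3) in WT and 2.74 ± 0.26 in *Slc6a4*-/- (exact two-sided permutation test, p = 0.1). With each sample left out in turn the difference stayed between -2.21 and -1.41 without overlap, which argues against a single WT pool with much gland tissue. In limma 7 of the 10 genes had an unadjusted p-value below 0.05, 3 passed an FDR of 0.05 adjusted over the list alone, which is not independent evidence, and 0 passed it over the 701 genes. The most abundant gene, *Obp1b*, had 50.0 ± 27.2 scaled counts in WT and 17.0 ± 10.0 in *Slc6a4*-/-. Whether traces of gland tissue differed between all pools was not tested. Of 8 retinal ganglion cell genes the table holds 1, *Nefl*, with 12190 ± 994 scaled counts in WT and 10430 ± 965 in *Slc6a4*-/- and a log2 fold change of -0.23.

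In the authors' deposited table the Bonferroni p-values divided by the p-values give 18333 tests (range 18208 to 18361 over 9 genes), against the 25676 transcripts the paper names. In that table 37 genes have an FDR p-value below 0.05, 29 of them with more than a 1.5-fold change. On chromosome 17, *Gm3435* and *Gm3448* overlap in position and were both higher in *Slc6a4*-/-, with log2 fold changes of 1.12 and 0.33.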
